# Unveiling the effect of dietary essential oils supplementation in *Sparus aurata* gills and its efficiency against the infestation by *Sparicotyle chrysophrii*

**DOI:** 10.1038/s41598-020-74625-5

**Published:** 2020-10-20

**Authors:** Joana P. Firmino, Eva Vallejos-Vidal, Carmen Sarasquete, Juan B. Ortiz-Delgado, Joan Carles Balasch, Lluis Tort, Alicia Estevez, Felipe E. Reyes-López, Enric Gisbert

**Keywords:** Immunology, Infection, Innate immunity, Molecular biology, Transcriptomics, Pathogens, Gene expression analysis, Microarray analysis

## Abstract

A microencapsulated feed additive composed by garlic, carvacrol and thymol essential oils (EOs) was evaluated regarding its protective effect in gills parasitized by *Sparicotyle chrysophrii* in *Sparus aurata*. A nutritional trial (65 days) followed by a cohabitation challenge with parasitized fish (39 days) were performed. Transcriptomic analysis by microarrays of gills of fish fed the EOs diet showed an up-regulation of genes related to biogenesis, vesicular transport and exocytosis, leukocyte-mediated immunity, oxidation–reduction and overall metabolism processes. The functional network obtained indicates a tissue-specific pro-inflammatory immune response arbitrated by degranulating acidophilic granulocytes, sustained by antioxidant and anti-inflammatory responses. The histochemical study of gills also showed an increase of carboxylate glycoproteins containing sialic acid in mucous and epithelial cells of fish fed the EOs diet, suggesting a mucosal defence mechanism through the modulation of mucin secretions. The outcomes of the in vivo challenge supported the transcriptomic results obtained from the nutritional trial, where a significant reduction of 78% in the abundance of *S. chrysophrii* total parasitation and a decrease in the prevalence of most parasitic developmental stages evaluated were observed in fish fed the EOs diet. These results suggest that the microencapsulation of garlic, carvacrol and thymol EOs could be considered an effective natural dietary strategy with antiparasitic properties against the ectoparasite *S. chrysophrii*.

## Introduction

Nutritional therapies provide an important strategy for preventing and/or treating diseases^1^. Among different options, such as the use of probiotics, prebiotics, immunostimulants and organic acids, phytogenics have gained interest as feed additives within aquafeeds^2^. Phytogenics are plant-based natural substances derived from herbs, spices or extracts similar to essential oils (EOs), which are reputed for their beneficial properties and efficacy on performance and health in animal production^3^. In aquafeeds, EOs as dietary additives have been reported to stimulate appetite, improve feed utilization and growth, and boost the innate immunity^4^.

Thymol, carvacrol, cinnamaldehyde and EOs from clove, coriander, star anise, ginger, garlic, rosemary, mint among others, have been used either individually or as blends in animal nutrition^5,6^. Among phytogenics, oregano (*Origanum vulgare*) is the most common because of its richness in carvacrol and thymol^7,8^. These compounds have a wide range of properties such as antimicrobial^9^, immunostimulant and anti-oxidative activities^10,11^, and the ability to enhance intestinal absorption^12^, to improve growth^13^ and even to reduce cumulative mortality^11^. The effectiveness of garlic (*Allium sativum*) extract as an immunostimulant, antimicrobial and antiparasitic agent has been demonstrated in several fish species^14–18^; the inclusion of garlic extract in fish diets is effective against monogenean parasites^19,20^.

Combinations of different EOs are promising strategies for functional feeds; however, evaluating their effectiveness in front of a biological challenge such as an ectoparasite infestation, as well as deciphering their mode of action is necessary *prior* to their recommendation as feed additives^21^. Under this context, the aim of this work was to evaluate the functional response of gilthead seabream, the most important farmed fish in the Mediterranean basin, to the dietary administration of a microencapsulated combination of garlic, carvacrol and thymol EOs. In teleosts, gills are one of the main mucosal barriers containing an associated-lymphoid tissue (GIALT) with innate and adaptive immune components that pathogens encounter upon first contact with the host^22,23^. Thus, we ran a nutritional trial with the assessment of gill’s transcriptomic profiling in order to describe for the first time the main metabolic and immune pathways regulated by these EOs in this lymphoid tissue, as well as the histochemical properties of mucins produced by branchial mucous cells. Moreover, the efficiency in controlling the infestation by *S. chrysophrii* was also assessed through an in vivo cohabitation challenge trial.

## Results

### Growth performance

At the end of the nutritional period or at the end of the *S. chrysophrii* challenge, no differences in SR, BW, SL, K or SGR_BW_ were found between fish fed both diets (Table 1; P > 0.05).

**Table 1:** Body weight (BW, standard length (SL), Fulton’s condition index (K), specific growth rate for body weight (SGR_BW_) (mean ± SD) and survival rate (SR) of juvenile gilthead seabream fed with the control and garlic, carvacrol and thymol essential oils (EOs) experimental diets at the beginning of the nutritional trial (day 0), at the beginning of the cohabitation trial with *S. chrysophrii* (day 65) and at the end of the study (day 104).

Diets	Nutritional trial					
	Day 0		Day 65		Day 104	
	Control	EOs	Control	EOs	Control	EOs
BW (g)	40.2 ± 4.7	40.4 ± 5.1	157.8 ± 14.2	150.8 ± 14.9	205.4 ± 23.9	195.4 ± 21.7
SL (cm)	11.8 ± 0.4	11.9 ± 0.5	17.3 ± 0.6	17.1 ± 0.6	18.3 ± 0.5	18.2 ± 0.4
K	2.3 ± 0.2	2.4 ± 0.1	3.1 ± 0.1	3.0 ± 0.1	3.2 ± 0.2	3.1 ± 0.2
SGR_BW_ (%)	–	–	2.12 ± 0.07	2.03 ± 0.01	1.60 ± 0.18	1.52 ± 0.17
SR (%)			92	96	100	100
			Cohabitation trial			

No significant differences were observed between dietary groups (P > 0.05).

### Gill’s transcriptomic profile

A microarray-based transcriptomic analysis was conducted to determine the modulatory effect of dietary EOs upon the gill’s transcriptome in healthy fish. 

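Gills were sampled on day 65 of feeding from gilthead seabream (Sparus aurata), a marine teleost, that received either the control diet or the EOs diet with 0.5% of the microencapsulated blend. RNA from 8 fish per diet was combined into 3 pools per diet. By the methods, 2 of these pools held 4 fish each and the third combined them in equal parts, so that 3 arrays per diet carried 2 independent pools. The text that accompanies the deposited data speaks instead of 3 pools with 4 fish in each, and it also gives 8 fish per diet. The labels number the pools without saying which is the combined one. The methods were followed here, with pool 3 taken as the combined one, and statements on pool 3 rest on this reading. Cy3-labelled cRNA of each pool was hybridized to an array of its own, each on a different slide. All arrays were scanned on 1 day, and all 3 control arrays were scanned before the EOs arrays, so that scan order and diet cannot be told apart. Each array held 45220 spots with 28793 probes other than controls. The authors deposited the brightness of each spot as extracted from the scan, on a linear scale and without scaling between arrays. From these intensities, log2 values were taken of the processed signal, spots with an outlier mark on the spot itself were left out, spots of one probe were averaged, and the 75th percentile of each array was subtracted, as in the methods. A probe was tested if it was well above background on every array of at least 1 diet, which kept 23583 probes. The control arrays had 21658, 25347 and 24275 probes well above background and the EOs arrays had 25092, 23735 and 25507, a difference between diets smaller than the spread within them (exact permutation test, two-sided, p = 0.6, where the smallest possible p is 0.1). No spot was saturated. The diets were compared with limma, which fits a linear model to each probe and moderates its variance by that of all probes. The small number of arrays limits the precision of every value.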

In total, 759 DEGs (P < 0.05; Supplementary Table 1) were found in gills comparing both groups. 

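Over the 23583 probes tested with limma, 3977 had an unadjusted p under 0.05, or 16.9% of the tests, where 1179 would be expected if no probe differed and all 3 pools of a diet were independent. In arrays simulated without an effect of diet, with pool 3 a mixture of the others, limma called 16.1% of the probes (15.7% to 16.5% over 20 draws). After Benjamini-Hochberg adjustment over all tested probes, 51 of them remained under 0.05, and the smallest adjusted p was 2.2e-04. This adjusted count was 339 without control pool 2, 17 without control pool 1, 3 without EOs pool 2 and 1 without control pool 3, EOs pool 1 or EOs pool 3. The methods' t-test on the same values called 3909 probes at the same unadjusted threshold and 21 after adjustment. The most calls came from limma with array weights, 15608 in all, and the fewest from the fit without the combined pools. Control pool 3 had a weight of 1238 there and no other array more than 1.68. The fit of the weights stopped before it converged, so the 15608 calls are no reliable count. With pool 3 of each diet left out, so that only the pools of separate fish entered the fit, 899 probes were called, or 3.81% of the tests, and none after adjustment. Leaving out single arrays moved the unadjusted count to 6053 without control pool 2, 2122 without control pool 3, 2404 without EOs pool 1 and 2226 without EOs pool 3. If pool 3 is a mixture, leaving out pool 1 or 2 leaves that diet with arrays that share RNA. The spread within that diet is then too small. A count that rises, adjusted or not, therefore does not show that the array left out hid an effect. Every EOs pool lay above or every EOs pool lay below every control pool for 25.1% of the probes, against 10% by chance for 3 independent pools per diet and 33.3% for 2. For pools 1 and 2 alone the observed share was 32.1%.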

From these, 556 genes were up-regulated with 551 mainly concentrated in the 1.0- to 1.5-fold change (FC) interval. 

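Among the called probes, 2329 were higher with the EOs diet. Of these, 1379 had a fold change under 1.5, 544 had one between 1.5 and 2, and 406 reached at least 2-fold. With scaling to spike-in probes, RNA added in known amounts before labelling, the group under 1.5-fold was the smallest (169, against 526 and 431). It was also the smallest with the authors' unscaled log2 values (112, against 572 and 482). With pools 1 and 2 only it held 29, against 250 and 337. In the other alternatives it was the largest group. The counts also moved with single arrays. Without control pool 2, 4279 probes were higher, 1148 of them between 1.5-fold and 2-fold and 1139 at 2-fold or more. The number higher was 1371 without control pool 3, 1493 without EOs pool 1 and 1427 without EOs pool 3, and of these 552, 739 and 588 were under 1.5-fold. With normexp background correction, which was run with an offset of 50 that shrinks the differences of dim probes, 351 were under 1.5-fold, 107 between 1.5-fold and 2-fold and 54 at 2-fold or more. The higher probe with the smallest p among those whose diets did not overlap, CUST_12305_PI419285025, was well above background on all 3 EOs arrays and on none of the control arrays. Its signal was therefore at least 24.6-fold higher with EOs (adjusted p = 0.0112 from limma). This bound sets the mean of the EOs arrays against the mean over control arrays of the dimmest signal well above background, or of the probe itself where that was brighter. It holds for the processed signal, as with normexp and its offset the log2 difference was 1.74. Its adjusted p ranged from 9.0e-06 to 0.634 over the alternatives that tested it, which leave out the authors' log2 values, scaled or not, and the filter for probes well above background on all 6 arrays. The next, CUST_4169_PI419285597, was well above background on all 6 arrays, with a log2 value of -2.63 ± 0.11 (SD, n = 3 pools) with EOs and -4.35 ± 0.08 (SD, n = 3) with the control diet. The log2 difference was 1.71 (standard error 0.10, adjusted p = 0.0168 from limma), and it stayed between 1.68 and 1.78 with each array left out in turn. With normexp and its offset, in place of the signal processed by the scanner software, it was 0.10, and over all alternatives its adjusted p ranged from 2.1e-05 to 0.969. These standard errors take the 3 pools of a diet as independent. The array files list probes without gene names.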

The other 5 DEGs were grouped in the 1.5 ≤ FC ≤ 2.0 interval. In contrast, 203 genes were down-regulated (P < 0.05) and grouped in the range − 1.5 ≤ FC ≤ − 1.0 (Fig. 1). These results indicated that genes were mostly up-regulated in fish fed dietary EOs and their modulation was moderated in terms of fold-change intensity.

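Lower values with the EOs diet were called for 1648 probes. Their fold change was under 1.5 for 1208 and 1.5 or more for 440, of which 96 reached 2-fold. This balance reversed with normexp, with 693 under 1.5-fold and 909 at or above it, of which 253 reached 2-fold. It also reversed with spike-in scaling (358 against 589), the authors' unscaled log2 values (153 against 440) and pools 1 and 2 only (14 against 269). In the other alternatives more lower calls were under 1.5-fold than above. The number lower was 751 without control pool 3, 911 without EOs pool 1, 799 without EOs pool 3 and 593 with the authors' unscaled log2 values. Those under 1.5-fold numbered 378, 505 and 414 without these 3 arrays. Without control pool 1, 967 probes were lower by 1.5-fold or more and 148 by 2-fold or more. The probe CUST_92_PI419368177 was well above background on all 3 control arrays and on none of the EOs arrays, and its signal was at least 62.6-fold lower with EOs (adjusted p = 2.2e-04 from limma) in the processed signal. With normexp and its offset the log2 difference was -4.38, and its adjusted p ranged from 1.3e-07 to 0.139 over the alternatives that tested it, all but the filter for probes well above background on all 6 arrays. It was not under 0.05 with pools 1 and 2 only, nor with a test that allows unequal variances and fits each probe alone. CUST_3519_PI419285597 had a log2 value of -2.56 ± 0.25 (SD, n = 3 pools) with EOs and -0.09 ± 0.03 (SD, n = 3) with the control diet, a log2 difference of -2.47 (standard error 0.15, adjusted p = 0.0168 from limma). Without each array in turn the difference lay between -2.60 and -2.36, and over all alternatives its adjusted p ranged from 1.8e-05 to 0.969. Among the 4 probes given by identifier, CUST_92_PI419368177 alone kept an adjusted p under 0.05 whichever single array was left out.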

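Of all called probes, 58.6% were higher with EOs, 2329 against 1648. This share depended on the scaling of the arrays. Quantile normalization, which gives all arrays the same distribution, called 1806 probes higher and 2211 lower, so that 45.0% were higher. Scaling to the spike-in probes, RNA added in known amounts before labelling, left 54.3% higher. The authors' deposited log2 values, once scaled to the 75th percentile of each array, gave 2873 higher and 1069 lower, or 72.9% higher. With normexp, which fits a model of signal and background in place of plain subtraction and was run on the median signal of the spots with an offset of 50, 512 were higher and 1602 lower, or 24.2% higher, and the median log2 change over all tested probes was -0.30, against 0.04 in the values above. The share was 50.5% without control pool 1 and 70.7% without control pool 2. The median absolute fold change of the calls was 1.39, and 65.0% of them were under 1.5-fold. This too depended on the setting. The median was above 1.5 with spike-in scaling (1.66), the authors' unscaled log2 values (1.75) and pools 1 and 2 only (1.98). There, 1546 of 2073, 1494 of 1759 and 856 of 899 calls reached 1.5-fold. These medians cover calls only. Where a larger difference is needed to be called, as with fewer arrays, the median of the calls rises by selection. The median was slightly above 1.5 with normexp and without control pool 3 or EOs pool 3, and under 1.5 in the other alternatives. From the larger number of up-regulated genes and the range of their fold changes, the paper concludes that genes were mostly up-regulated and that the modulation was moderate.

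**Figure D1:**
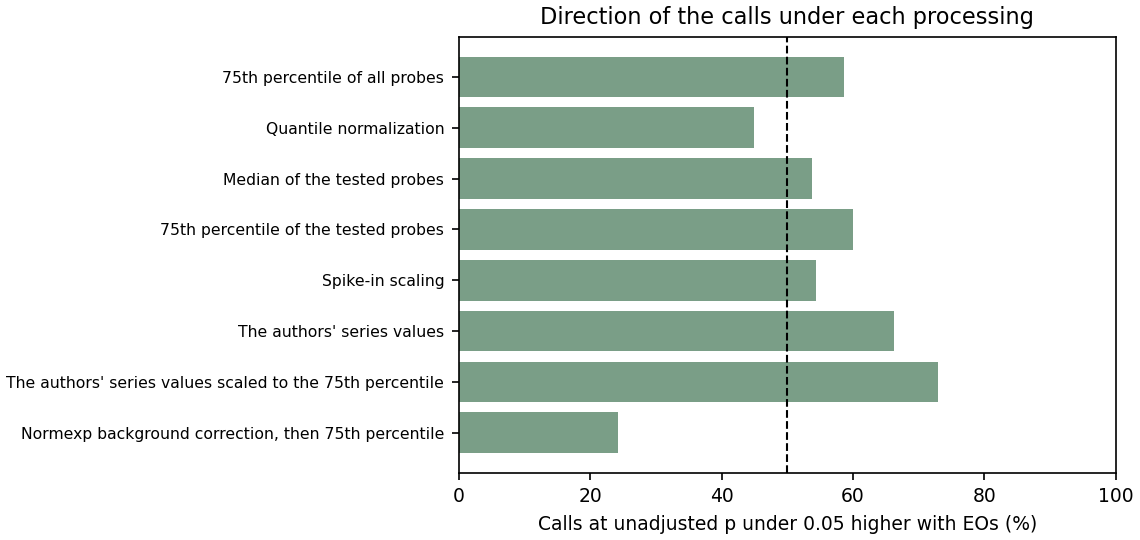
Percent of probes called at an unadjusted p under 0.05 that were higher with the EOs diet, one bar per way of scaling or background correction. The dashed line marks equal numbers higher and lower, and the bars for quantile normalization (45.0%) and normexp (24.2%) end to its left.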

**Figure 1:**
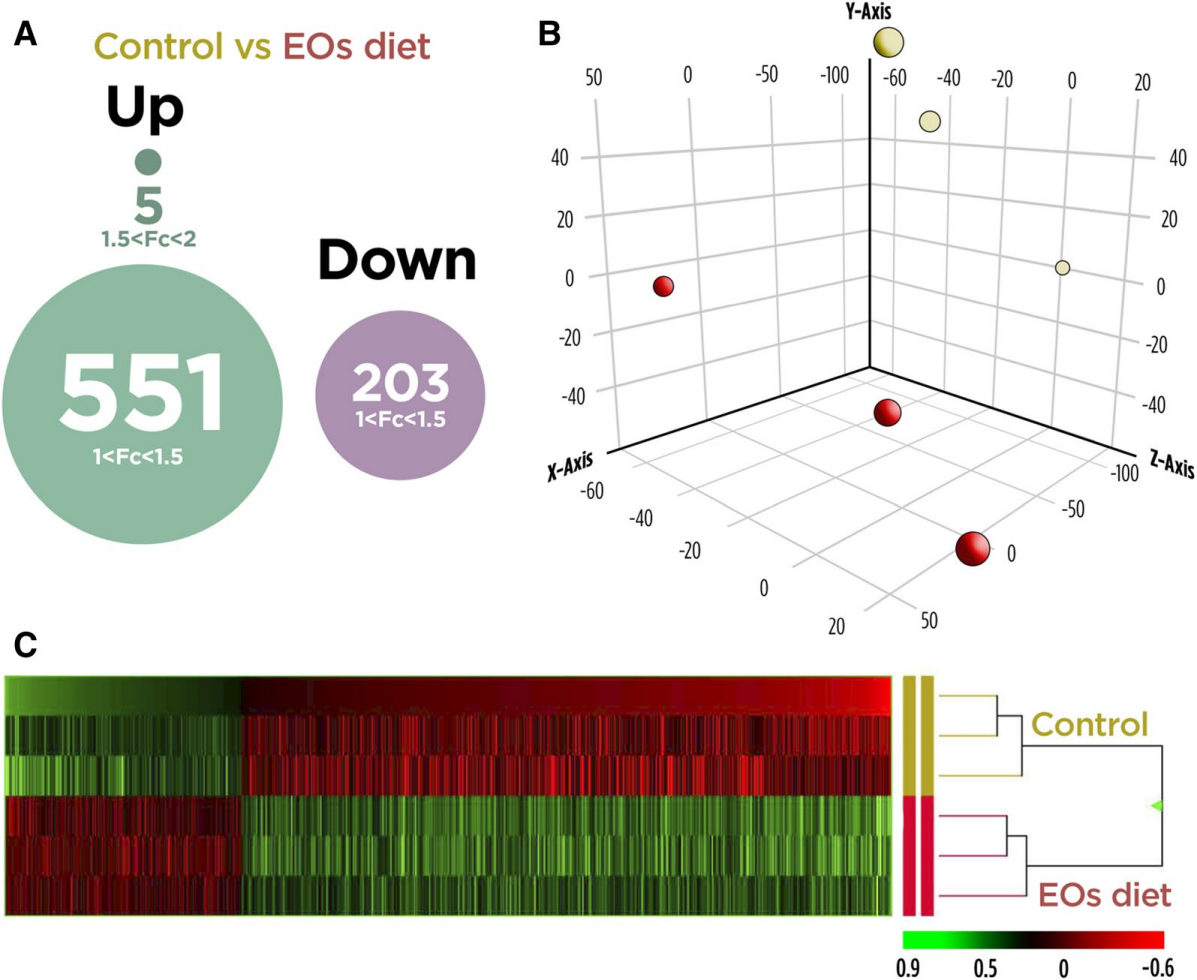
(**A**) Differential expression analysis of the gilthead seabream gill’s transcriptomic response to the garlic, carvacrol and thymol essential oils (EOs) supplemented diet. Comparing both groups, 759 DEGs (P < 0.05) were found. From these, 556 genes were up-regulated: 551 mainly concentrated in the 1.0- to 1.5-fold change (FC) interval; and 5 DEGs were grouped in the 1.5 ≤ FC ≤ 2.0 interval. Additionally, 203 genes were down-regulated (P < 0.05) and grouped in the range − 1.5 ≤ FC ≤ − 1.0. (**B**) Principal component analysis (PCA) of the DEGs of gilthead seabream gill’s response to the control diet and EOs supplemented diet. (**C**) Hierarchical clustering of the gilthead seabream gill’s transcriptomic response for the control diet and EOs supplemented diet, based in similitude patterns of the differentially expressed genes (DEGs) detected from three sample pools per dietary group. Data of the six microarrays are depicted, one for each represented pool. Both increased and decreased gene expression pattern is shown in green and red, respectively. All transcripts represented are statistically significant (P < 0.05).

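Principal components were computed over all tested probes with a value on every array, and again over the called probes only. Over all 23569 such probes, component 1 carried 50.9% of the variance and was widest between control pool 1 at -71.75 and control pool 2 at 60.23, while the EOs pools lay between these. Component 2, with 29.5%, held all control pools below 0 and all EOs pools above it. Over the 3975 called probes, which had been chosen by their difference between the diets, component 1 carried 79.6% and separated the diets. Average-linkage clustering set control pool 2 apart from the other 5 arrays when all tested probes were used, and parted the diets when the called probes were used. The root mean square of the log2 difference over probes was 0.90 between control pools 1 and 2, the largest of any pair of arrays. It was 0.49 between EOs pools 1 and 2. Control pool 3 and EOs pool 2 differed by 0.48.

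**Figure D2:**
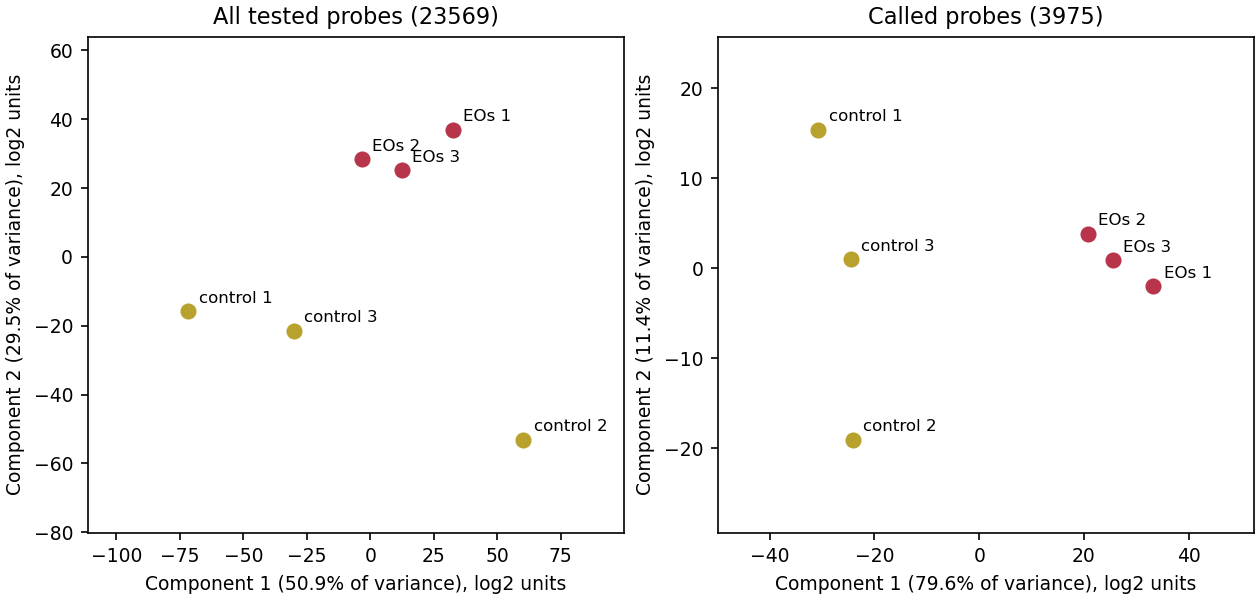
Positions of the 6 arrays on the first components in log2 units, over all tested probes at the left and over called probes at the right, with control pools in yellow and EOs pools in red. At the left the control pools spread along component 1 from -71.75 to 60.23 around the EOs pools, and at the right component 1 parts the diets.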

Regarding the total DEGs, 367 nodes generated a functional network in the transcripteractome, resulting in 1171 interactions/edges (average node degree: 6.38; average local clustering coefficient: 0.359; PPI enrichment P < 1.0 e^−16^). The remaining 392 DGEs were annotated as unknown genes. From the enrichment analysis, five main representative processes (biogenesis, vesicle-mediated transport, immunity, oxidation–reduction, and metabolism; Fig. 2) were identified in the transcripteractome (Supplementary Table 2).

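The array files identify probes by identifiers and 15156 contig or clone names, of which 0 were found in the reference gene table used here. The genes behind these processes were therefore sought through a match of array values to the fold change and P of Supplementary Table 1. Fold changes and p-values recomputed under 45 combinations of signal, averaging of spots and scaling, by the t-test that the methods name, were compared with the 759 rows of that table, with tolerances of 0.1% on the fold change and 1% on P. Between 1 and 93 rows found a probe. In the combination with 93, up to 97 did so when P was shuffled among the up-regulated and among the down-regulated genes. Rows drawn from the recomputed values as a check all found a probe, 759 of 759 in each combination. In 3 of the 45 combinations more rows matched than in each of 20 shuffles. Over 45 combinations a few would do so by chance. The largest excess over the mean of the shuffles, 24.6 rows, was in the processing closest to the methods, the processed signal with spots averaged on the log2 scale and the 75th percentile, where 76 rows matched against 35 to 65 in the shuffles. In 100 shuffles at the same tolerances, 34 to 68 rows matched, with a mean of 50.5. The 76 rows exceeded each of these, but a true match of a row could not be told from a chance one. Other tolerances were tried for that combination after this excess was seen. With 0.05% and 0.5%, 21 rows found a probe against 6 to 24 in 100 shuffles, and with 0.01% and 0.1%, 1 row did against 0 to 3. At the remaining tolerances the rows matched also lay within the range of the shuffles. The platform's annotation table was not used here. A wider exploratory search made beforehand, over other splits and subsets of the arrays, did not pair the table with the probes either. No gene of the 5 processes, and none of the 22 genes that the text names, was therefore paired with a probe, and no expression value is given for them.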

**Figure 2:**
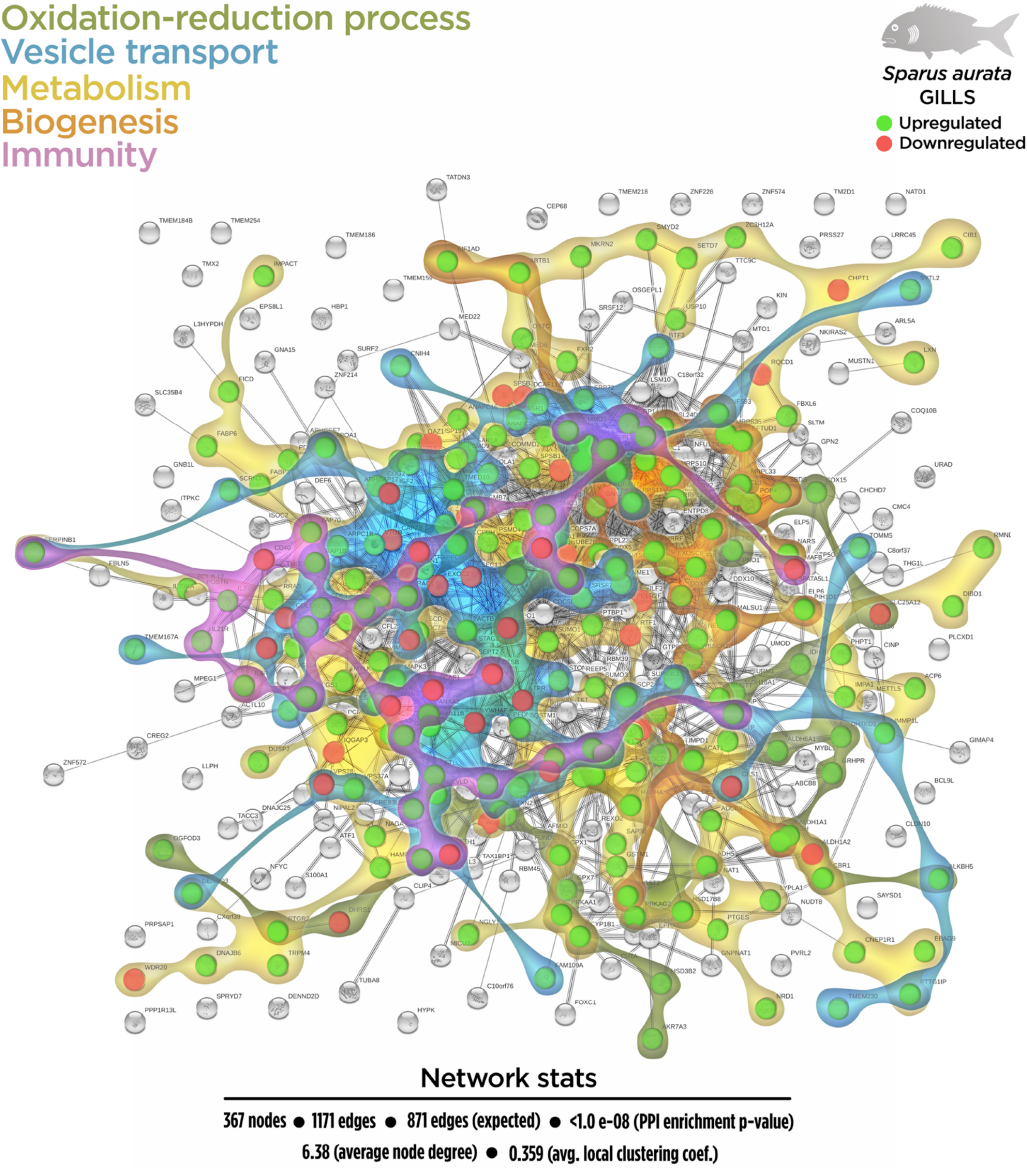
Transcripteractome of the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet. Five representative processes identified from the functional enrichment analysis—biogenesis, metabolism, vesicle-mediated transport, immunity and oxidation–reduction—are highlighted distinctly in coloured amoeboid clusters in the overall Protein–Protein Interactions Network (PPI) for the DEGs (see also Supplementary Table 2). Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Graphic keys including colours and network stats are indicated in the graphical figure legend.

The biological processes associated to biogenesis in the gills were favoured by dietary EOs (34 up-regulated genes; 2 down-regulated genes) (Fig. 3). Several biological processes were identified within the biogenesis process context, namely “translation” (GO:0006412; 19 up-regulated genes; 1 down-regulated gene), “translational elongation” (GO:0006414; 8 up-regulated genes; 1 down-regulated gene), “rRNA processing” (GO:0006364; 11 up-regulated genes; 0 down-regulated genes), “ribosome biogenesis” (GO:0042254; 18 up-regulated genes; 1 down-regulated gene), “ribosomal large subunit export from nucleus” (GO:0000055; 2 up-regulated genes; 1 down-regulated gene) and “peptide biosynthetic process” (GO:0043043; 21 up-regulated genes; 1 down-regulated gene).

**Figure 3:**
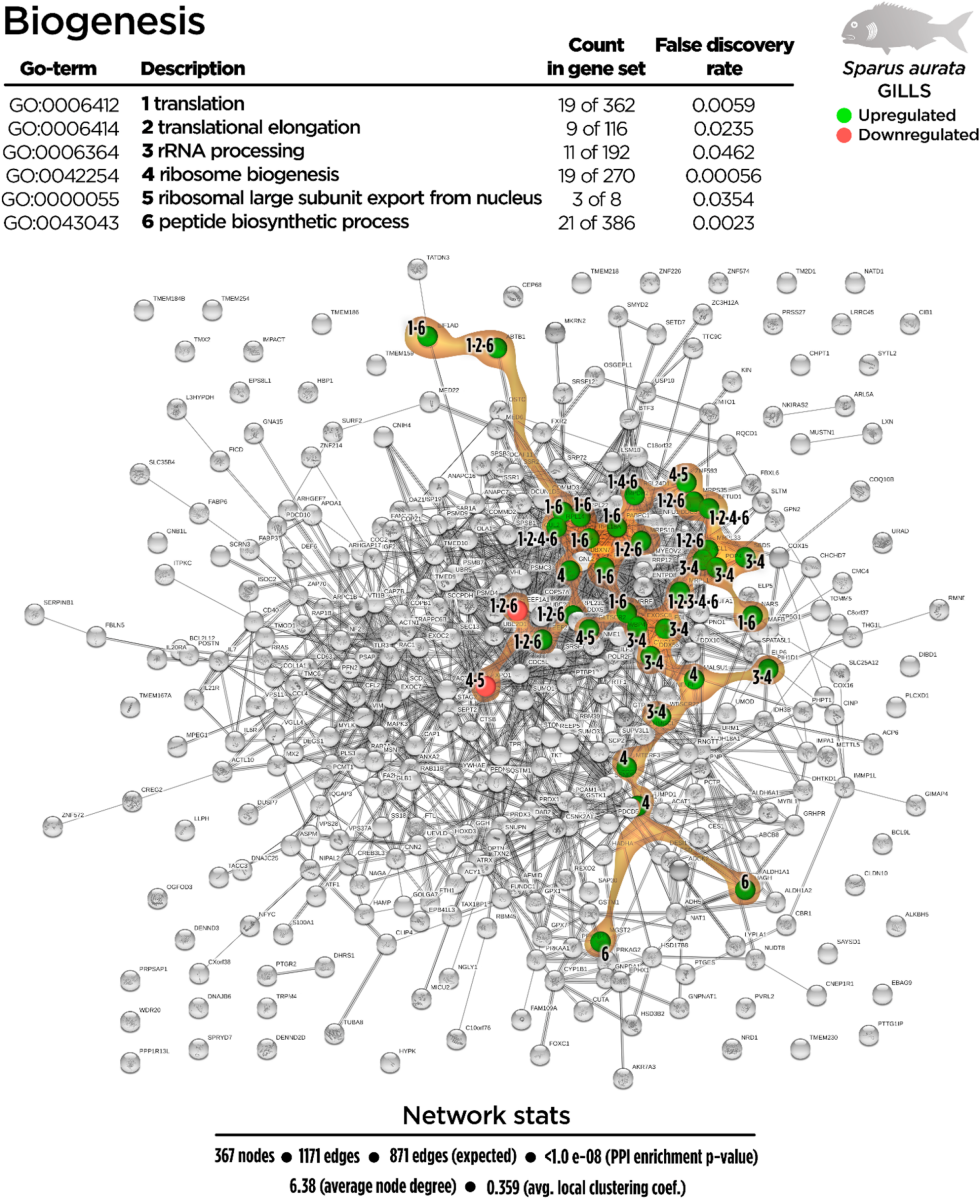
Biogenesis-related Protein–Protein Interactions Network (PPI) network for the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet (see also Supplementary Table 2). Nodes numbers (1–6) indicate the biological processes for each DEG represented. Gene Ontology (GO) definitions, count of DEGs within each biological processes and respective false discovery rate are described in the graphical figure legend. Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Graphic keys and network stats are indicated in the graphical figure legend.

Metabolism-related processes were favoured by dietary EOs (132 up-regulated genes; 28 down-regulated genes). In agreement with biogenesis-related processes, the “peptide metabolic process” (GO:0006518; 28 up-regulated genes; 0 down-regulated genes) was also positively regulated in the gills of fish fed the EOs diet, among other processes such as the “regulation of protein metabolic process” (GO:0051246; 55 up-regulated genes; 18 down-regulated genes), “cellular protein metabolic process” (GO:0044267; 77 up-regulated genes; 17 down-regulated genes) and “cellular lipid metabolic process” (GO:0044255; 30 up-regulated genes; 3 down-regulated genes), which were expressed as shown in Fig. 4.

**Figure 4:**
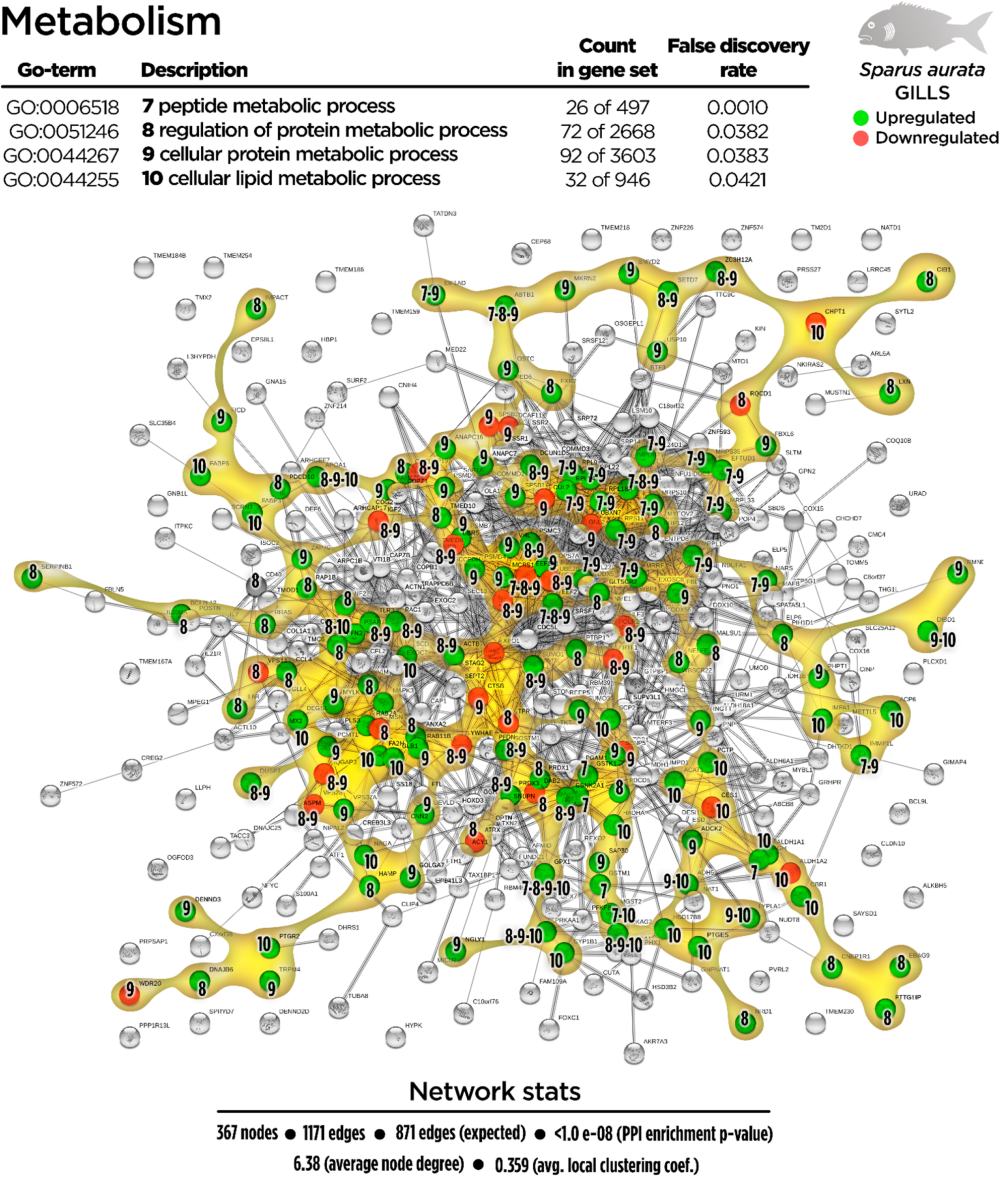
Metabolism-related Protein–Protein Interactions Network (PPI) network for the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet (see also Supplementary Table 2). Nodes numbers (7–10) indicate the biological processes for each DEG represented. Gene Ontology (GO) definitions, count of DEGs within each biological processes and respective false discovery rate are described in the graphical figure legend. Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Graphic keys and network stats are indicated in the graphical figure legend.

Genes associated with vesicular transport were positively regulated (72 up-regulated genes; 19 down-regulated genes) to dietary EOs (Fig. 5). Some of the GO were identified as representative such as “vesicle-mediated transport” (GO:0016192; 48 up-regulated genes; 15 down-regulated genes), “exocytosis” (GO:0006887; 30 up-regulated genes; 10 down-regulated genes), “protein transport” (GO:0015031; 44 up-regulated genes; 11 down-regulated genes), “intracellular protein transport” (GO:0046907; 31 up-regulated genes; 7 down-regulated genes) and “endoplasmic reticulum to Golgi vesicle-mediated transport” (GO:0006888; 9 up-regulated genes; 3 down-regulated genes).

**Figure 5:**
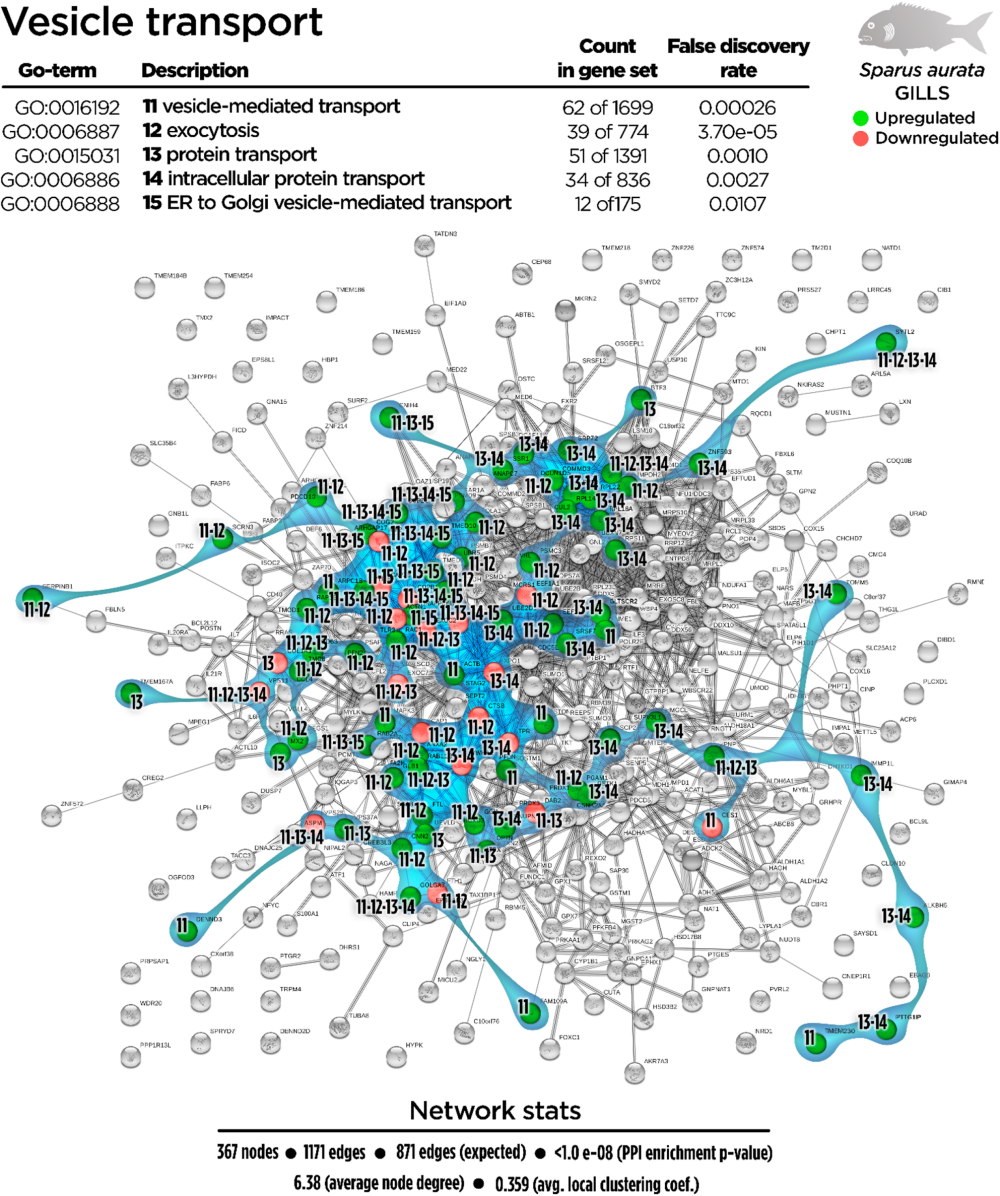
Vesicle-mediated transport Protein–Protein Interactions Network (PPI) network for the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet (see also Supplementary Table 2). Nodes numbers (11–15) indicate the biological processes for each DEG represented. Gene Ontology (GO) definitions, count of DEGs within each biological processes and respective false discovery rate are described in the graphical figure legend. Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Graphic keys and network stats are indicated in the graphical figure legend.

Biological processes related to an immune effector response showed an important up-regulation response in gills (29 up-regulated genes; 8 down-regulated genes) of fish fed dietary EOs (Fig. 6). Some GO related with immunity were highlighted such as “leukocyte-mediated immunity” (GO:0002443; 24 up-regulated genes; 5 down-regulated genes), “leukocyte activation” (GO:0045321; 29 up-regulated genes; 8 down-regulated genes), “myeloid leukocyte activation” (GO:0002274; 23 up-regulated genes; 5 down-regulated genes), “neutrophil-mediated immunity” (GO:0002446; 23 up-regulated genes; 5 down-regulated genes) and “neutrophil degranulation” (GO:0043312; 22 up-regulated genes; 5 down-regulated genes). Particularly, the neutrophil-mediated immunity process shared 27 of 28 total regulated genes with the exocytosis process. A set of up-regulated genes related to anti-inflammatory response (*il7*, *il6r*, *il20ra* and *il21r*) were detected as mediators of immunity processes. Another relevant biological process positively affected by the dietary inclusion of EOs was the “oxidation–reduction process” (GO:0055114; 43 up-regulated genes and 4 down-regulated genes9 (Fig. 7).

**Figure 6:**
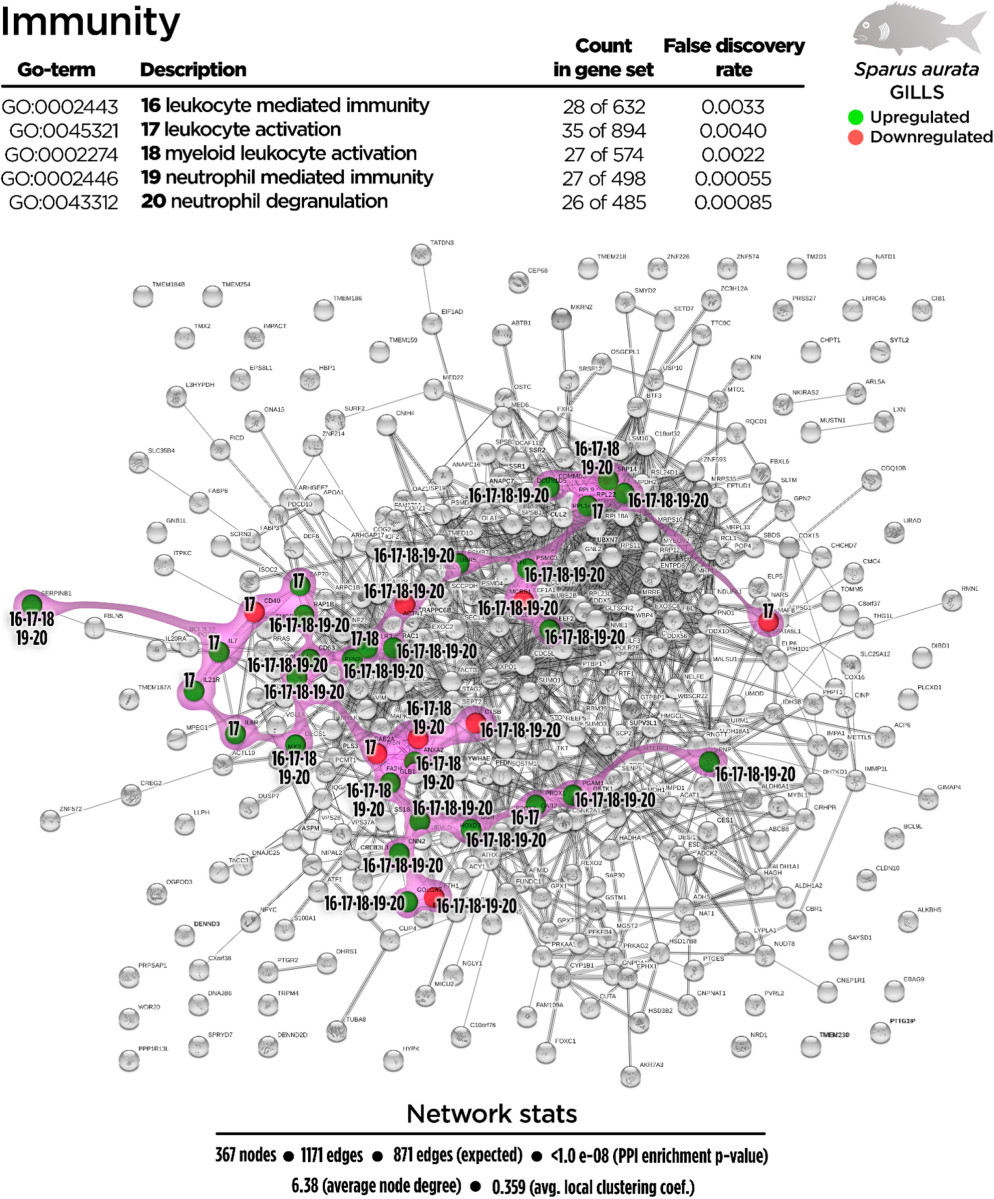
Immunity-related Protein–Protein Interactions Network (PPI) network for the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet (see also Supplementary Table 2). Nodes numbers (16–20) indicate the biological processes for each DEG represented. Gene Ontology (GO) definitions, count of DEGs within each biological processes and respective false discovery rate are described in the graphical figure legend. Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Graphic keys and network stats are indicated in the graphical figure legend.

**Figure 7:**
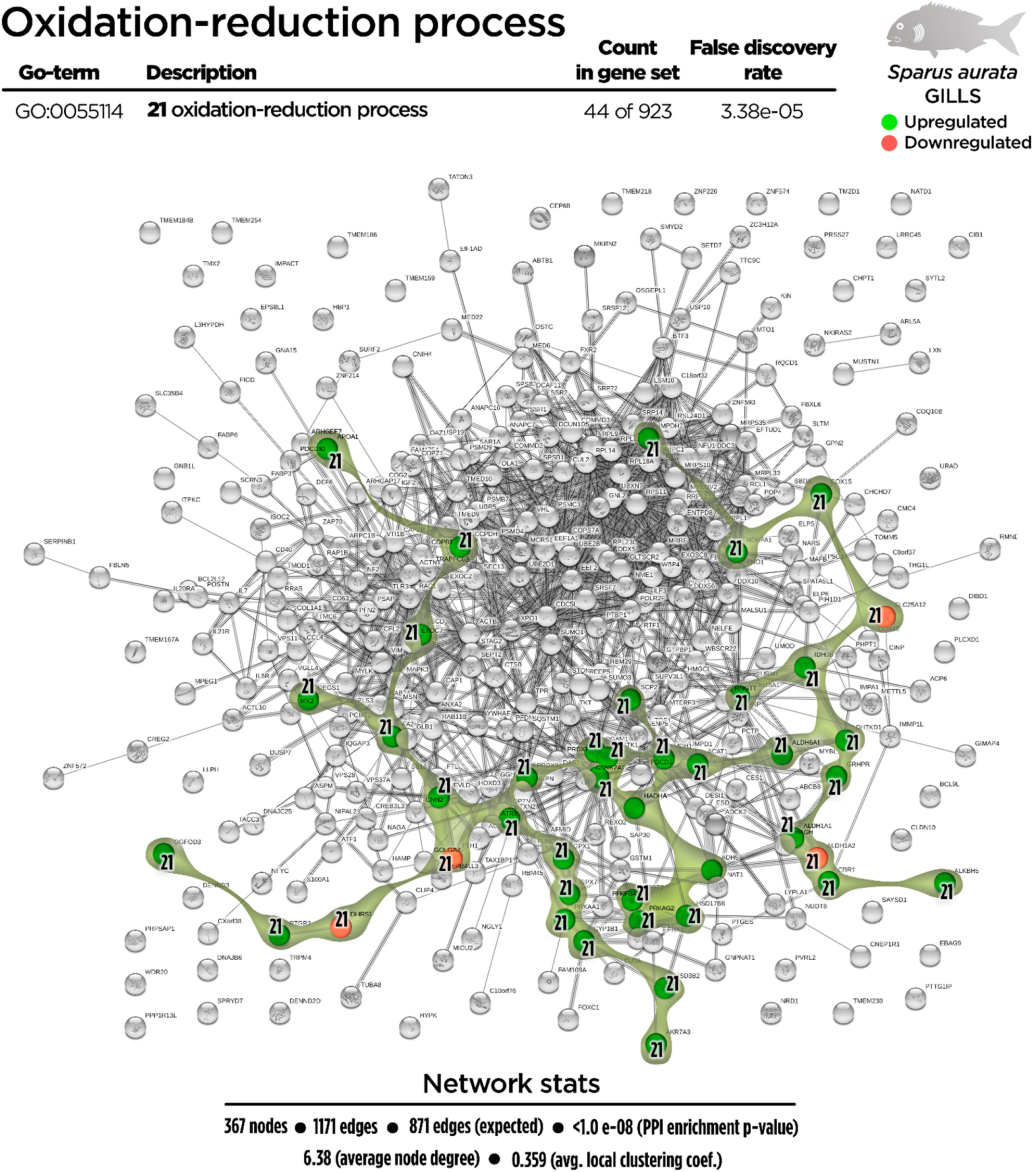
Oxidation–reduction Protein–Protein Interactions Network (PPI) network for the differentially expressed genes (DEGs) in the gills of juvenile gilthead seabream fed the garlic, carvacrol and thymol essential oils (EOs) supplemented diet (see also Supplementary Table 2). Nodes number (21) illustrate the oxidation–reduction biological process for each DEG represented. Gene Ontology (GO) definition, count of DEGs and respective false discovery rate are described in the graphical figure legend. Green nodes represent up-regulated genes and red nodes represent down-regulated genes. Network stats are indicated in the graphical figure legend.

### Histological organization and gill's histochemistry

No major differences in the histological organization of gills in fish from both experimental groups were observed (consult Feist^24^ for details on gill’s histological organization). Gills of fish fed the control diet showed no histochemical differences between the mucous cells (MCs) of primary and secondary gill lamellae. Nonetheless, the number of MCs was lower in the secondary lamellae (*ca*. 40 MCs mm^−1^) and more abundant in the epithelial and opercular areas, where they were intensely stained with most of histochemical and lectin techniques performed (Table 2). In brief, most of MCs from the control group contained abundant glycoproteins (GPs) with oxidizable vicinal diols groups (KOH-PAS), indicating the presence of neutral GPs, as well as in the epithelial cell layer due to the presence of secreted mucins. A scarce number of MCs contained GPs with O-sulphate esters (AB pH 1.0), whereas GPs with or without *O*-acyl sugars (KOH-PAS) were also registered in moderate or high amounts. Most MCs were strongly stained with PAS and diastase-PAS (absence of glycogen), whereas some of these cells containing neutral GPs also displayed a strong alcianophilia (AB pH 2.5), evidencing the presence of carboxylated GPs. Regarding lectins, MCs and the epithelial cell layers from the control group displayed from weak to moderate or strong affinity to several tested lectins (ConA, WGA, UEA-I, SNA and SBA) indicating the differential presence of Man/Glc, βGlcNAc, NeuNAc/sialic acids/NANA and GalNAc residues in mucins. The presence of GPs containing fucose residues was rare, being only evidenced in epithelial cell layers. In addition, the decreased reactivity after neuraminidase treatment before AB pH 2.5 and the presence of WGA and SNA lectins, indicated the occurrence of both non-acetylated and acetylated sialic acids in mucins.

**Table 2:** Histochemical properties of the mucous cells and the epithelium in gills from gilthead seabream fed a the control diet and the diet supplemented with a blend of garlic, carvacrol and thymol essential oils (EOs).

Diets	Epithelial cell layer (secreted mucins)		Mucous cells (non-secreted mucins)	
	Control	EOs	Control	EOs
**General histochemistry**				
Schiff	0	0	0	0
PAS	2	2	2	2
Diastase-PAS	2	2	2	2
KOH-PAS	2	2	3	3
Alcian-Blue (AB) pH 2.5	1	2	2	3
Alcian Blue pH 1	1	2	1	1
Alcian Blue pH 0.5	0–1	1	0	0
Neuraminidase-AB pH 2.5	0–1	1	1	1
**Lectin histochemistry**				
ConA	1	1	1	1
UEA-I	1	1	0	0
WGA	2	3	2	3
SNA	0–1	1	0–1	1
SBA	2	2	2	2

Results are expressed as the semiquantitative assessment of colour intensities by the scores of four independent observers: (0) negative; (1) weak; (2) moderate; (3) intense; and (4) very intense.

*PAS* Periodic Acid Schiff, *AB* Alcian Blue, *ConA* Concanavalin A, *UEA-I* *Ulex europeus* agglutinin, *WGA* Wheat germ agglutinin, *SNA* *Sambucus nigra* lectin, *SBA* Soybean agglutinin.

Dietary EOs promoted modifications on the histochemical properties of MCs and their secretions. Although the number of MCs did not change, most of these secretory cells were hypertrophied (158.7 ± 9.9 µm^2^) when compared with the control group (91.7 ± 9.2 µm^2^) (Fig. 8). The most noticeable histochemical effect was the increase of carboxylated GPs (AB pH 2.5) containing sialic acid. In addition, residues of βGlcNAc and NeuNAc/sialic acids/NANA (WGA, SNA lectins) in the glycoconjugate contents of MCs and branchial epithelia were observed at higher intensity levels (Fig. 8, Table 2).

**Figure 8:**
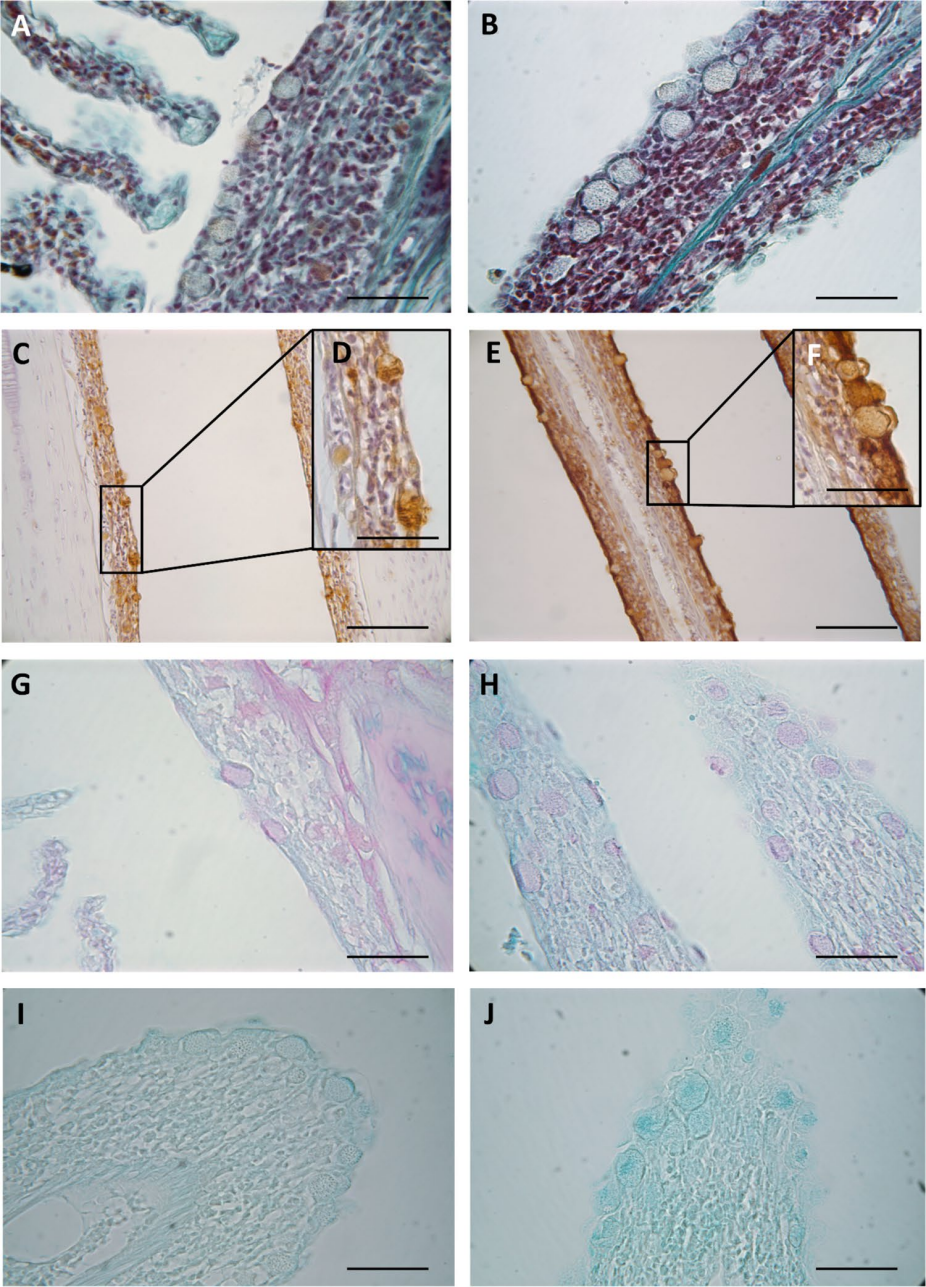
Histological sections from gills of gilthead seabream (*Sparus aurata*) fed the control diet (**A**, **C**, **D**, **G**, **I**) and the diet supplemented with a blend of garlic, carvacrol and thymol essential oils (EOs) (**B**, **E**, **F**, **H**, **I**). Histomorphological detail of mucous cells from control (**A**) and EOs (**B**) diets. Note the hypertrophy of mucous cells in fish fed the EOs diet (**B**) when compared to the size of mucous cells of the control group (**A**) (staining: H/VOF). Mucous cells content rich in *N*-acetyl-d-glucosamine and/or *N*-acetylneuraminic acid/sialic acid in fish fed control (**C**, **D**) and EOs (**E**, **F**) diets. Note increase in staining intensity in both epithelium and mucous cells from EOs diet (staining: WGA lectin). Presence of neutral glycoproteins in branchial mucous cells from control (**G**) and EOs (**H**) diets (staining: PAS). Carboxylated glycoproteins were also detected both in epithelium and mucous cells from control (**I**) and EOs (**J**) diets. Note increased in staining intensity in fish fed the EOs diet comparing to controls (staining: AB pH 2.5). Scale bars represent 25 (**A**, **B**, **D**, **F**, **G**, **H**, **I**, **J**) and 50 (**C**, **E**) µm.

### Ectoparasite challenge

Fish fed dietary EOs had a significantly lower number of total parasite intensity (6.6 ± 4.5 parasite fish^−1^) and abundance (6.6 ± 4.3 parasite fish^−1^) when compared to the control group (29.5 ± 15.1 and 27.4 ± 11.3 parasite fish^−1^, respectively) (P < 0.05; Fig. 9), resulting in a reduction of 77.6% of total parasite load. The number of eggs present in fish fed the EOs-diet in terms of intensity (3.6 ± 3.2 parasite fish^−1^) and abundance (1.2 ± 2.5 parasite fish^−1^) was lower than in the control group (10.8 ± 12.3 and 9.3 ± 12.0 parasite fish^−1^, respectively), and prevalence decreased from 80.0% in control group to 33.3% in the EOs group. The number of post-larvae present in fish fed the EOs-diet in terms of intensity (1.6 ± 0.5 parasite fish^−1^) and abundance (0.7 ± 0.9 parasite fish^−1^) was not significantly different than in the control group (2.4 ± 1.4 and 2.4 ± 1.4 parasite fish^−1^, respectively), and prevalence decreased from 93.3% in control group to 46.7% in the EOs group. However, the number of juvenile ectoparasites intensity and abundance was lower in fish fed the additive (4.1 ± 2.2 and 4.1 ± 2.1 parasite fish^−1^, respectively) in comparison to those fed the control diet (10.9 ± 4.0 and 10.9 ± 3.8 parasite fish^−1^, respectively), and prevalence was 100% for both experimental groups. The number of adults intensity and abundance was also lower in fish fed the additive (2.7 ± 2.4 and 1.8 ± 2.3 parasite fish^−1^, respectively) than in those fed the control diet (14.1 ± 7.2 and 14.1 ± 7.0 parasite fish^−1^, respectively), and prevalence decreased from 100% in control group to 66.7% in the EOs group.

**Figure 9:**
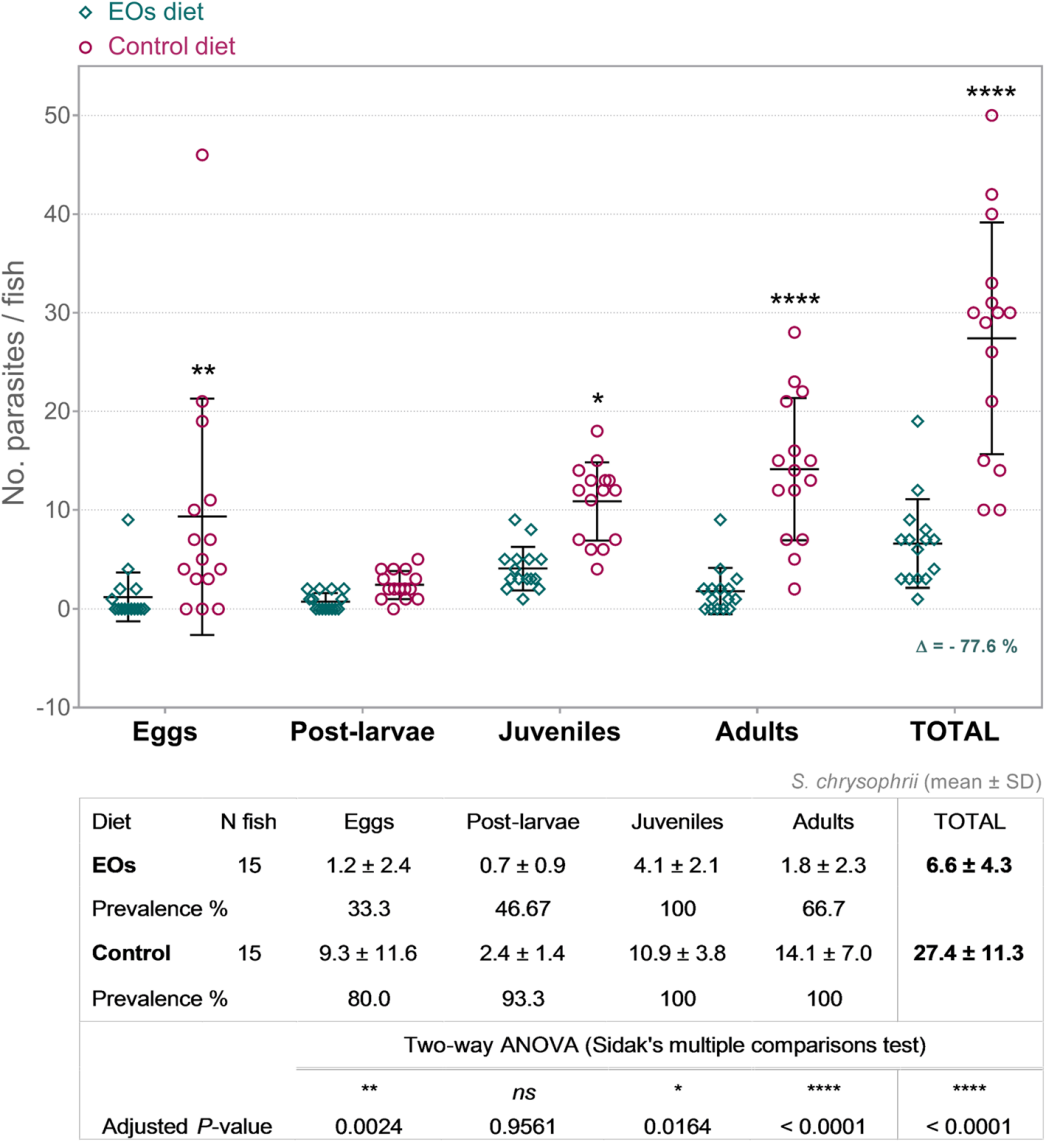
Abundance of *S. chrysophrii* parasites in fish fed with the control diet and the diet supplemented with a blend of garlic, carvacrol and thymol essential oils (EOs). Different ectoparasite developmental stages are represented according to their morphological characteristics: eggs, post-larvae (early juveniles with 2–4 pairs of clamps), juveniles and adults. The total load of the ectoparasite (TOTAL) and the percentage of total abundance decrease among experimental diets is also indicated (Δ). Circles and rhombus represent parasite counting per individual fish (n = 15); mean ± standard deviation are represented. Circles (pink): gilthead seabream fed with control diet; Rhombus (green): gilthead seabream fed with EOs supplemented diet. *, ** and **** indicate significant differences between dietary groups with corresponding adjusted P-values described.

## Discussion

The use of garlic, carvacrol and/or thymol EOs in functional aquafeeds has been tested and demonstrated both in vitro and in vivo for its effectiveness in fighting against bacterial and parasitic infections^2,25,26^. The anthelmintic properties of EOs and gill’s response to their dietary administration are poorly understood and available information is scarce. Hence, most of the existing studies are focused in the effects of the above-mentioned EOs on intestinal health^10,12,27,28^, as well as in their use in balneation treatments against parasitic organisms^15,16,29–31^. As far as we know, this is the first study describing the gill’s response in gilthead seabream to the administration of the above-mentioned EOs as a feed additive, as well as the mechanisms underlying its antiparasitic properties.

The dietary inclusion of microencapsulated garlic, carvacrol and thymol EOs did not affect fish growth. Contrarily, previous studies suggested them as growth promoters in several fish species^13,25,27,32–38^. Although the reasons explaining such differences are out of scope in this study, the utilization of different EO doses, administration length and diet formulation could be among the potential factors that may explain such results. Regardless of the fact that growth has been traditionally considered as one of the main end-points and/or key performance indicators for additive testing, some existing literature might not be trustworthy due to constrains in the reproducibility of the compounds studied^39^. Under this context, the use of natural plant-derivates or extracts may lead to variability and discrepancy of results, as opposed to the utilization of similar synthetic compounds, which favours the reproducibility and robustness of the studies. Moreover, SGR values of gilthead sea bream fed both control (2.1 ± 0.07% BW/day) and the EOs supplemented diet (2.03 ± 0.01% BW/day) compared favourably to those reported by Mongile et al.^40^ for this species also reared under summer conditions (1.5 ± 0.1% BW/day).

Gills are one of the main mucosal immune barriers in fish^22,41,42^, but they also represent an ideal site for the attachment of ectoparasites^43^, potentially inducing a host hypometabolic response, as suggested for *S. chrysophrii* infections^44^. In fact, gills are considered one of the most active tissues in the protein synthesis with a significantly high plasticity in protein metabolism^45^. Our transcriptional study revealed several biological processes associated to biogenesis and metabolic processes, including peptide biosynthesis, and protein and lipid metabolism that were predominantly up-regulated in the gills of gilthead seabream fed dietary EOs. Therefore, EOs would contribute to restore the gill's metabolic rate by increasing protein synthesis. Although gill’s protein turnover contribution is not significant to the whole body^45^, our transcriptional profile is in accordance with studies that have reported the significant influence of garlic^33,34^, carvacrol^46^ and thymol^13,35^ dietary administration on body and blood protein content upon the protein synthesis and metabolism. Collectively, our results provide new evidence for the biological activity of garlic, carvacrol and thymol, indicating these compounds also promote the protein synthesis and metabolism at mucosal level, particularly on gills (see text below); thus, increasing the overall activity of this tissue.

The vesicular trafficking processes are intrinsic to the secretory protein biogenesis^47^. Despite the previous evidence reporting an augment in the proteins synthesis^13,32–35,46^, the transcriptional regulation of vesicle-mediated transport by the dietary administration of garlic, carvacrol and thymol have not been described in fish to date. Genes involved in protein vesicle-mediated transport, such as the ER to Golgi vesicle-mediated transport process, were also positively regulated in the gills of fish fed dietary EOs, as for example the Secretion Associated Ras-related GTPase 1A (*sar1a*), the Rho Guanine Nucleotide Exchange Factor 7 (*arhgef7*), the Vesicle Transport Through Interaction With T-SNAREs 1B (*vti1b*) and some of the Rab Family of GTPases (*rab11b, rab2a*). The above-mentioned genes are known for their role in cellular trafficking pathways, like the RAB11-coding protein, which is recognized for its localization in recycling endosomes and its role in exocytic trafficking^48^. In vitro studies in mammal cells have associated garlic^49^, carvacrol and thymol to vesicle fusion and exocytic processes^50^. Therefore, we may infer that the machinery implied in the activation of biogenic processes observed by dietary EOs is inherent to the activation of processes of secretory protein translocation by vesicles.

As previously mentioned, vesicle trafficking and exocytosis are intimately related processes. In this way, genes like Rab GTPases participate in the regulation of the exocytosis membrane trafficking pathway^51^. In our gill’s transcriptional analysis, exocytosis was one of the most positively regulated processes by dietary EOs. This finding is especially relevant since exocytosis is recognized by its important role in the immune response participating in neutrophil function^52^, in the immunological synapses between cells^53^ and in the cell-mediated cytotoxicity^54^. Remarkably, the tested EOs also positively regulated immune-related biological processes by means of myeloid leukocyte immunity activation. Besides, this response appeared to be orchestrated by neutrophil population, since neutrophil mediated immunity and neutrophil degranulation processes were boosted by dietary EOs. In gilthead seabream, acidophilic granulocytes are functionally equivalent to higher vertebrates neutrophils^55,56^ being described as one of main phagocytes of this species^57,58^ occurring also in mucosal tissues^59–61^. Neutrophils’ granules are reputed for their antimicrobial, proteolytic and potential cytotoxic capacities^52,62^, which are synthetized during myeloid cell differentiation, comprising specific protein biosynthesis and the early formation of secretory vesicles^52^. Remarkably, we detected the presence of DEGs associated with protein biosynthesis, vesicular transport and exocytosis (as formerly discussed), which could be in their turn up-regulated due to the immunostimulatory effect of dietary EOs upon acidophilic granulocytes degranulation process. For instance, Mitogen-Activated Protein Kinase 3 gene (*mapk3*) resulted up-regulated in the gills of the EOs diet group, with representation both in protein and lipid metabolic and in the vesicle-mediated transport processes. Mitogen-activated protein kinases (MAPK) are known to be involved on signalling pathways of neutrophil functional response^63,64^. There is evidence of the activation of MAPK by ajoene (an organosulfur compound found in garlic) in the process of apoptosis of human cancer cells^65^. Despite of the evidences of an acidophilic granulocyte-mediated immune response stimulation induced by the bioactive compounds of the EOs tested, the exact bioactive compounds and accurate mechanisms involved in the alleged immunomodulatory and antiparasite effects of these EOs still needs to be deciphered when tested in separate.

In aquaculture relevant species, some studies reported an increase of blood neutrophil number after therapeutic balneation with EOs, which was also effective against monogeneans^29,66,67^. Neutrophils function involves the interplay of many different receptors, ion channels and signalling pathways, such as changes in intracellular Ca^2+^ levels, for instance^68^. Accordingly, garlic EO organosulfur compounds were recently demonstrated to activate human neutrophil functional activity through the activation of Ca^2+^ flux^64^, whereas ajoene and allicin were described as potent inhibitors of neutrophil ROS production^64^. Similar results were also attributed to thymol redox properties^69^, whereas in fish, dietary carvacrol (0.05%) significantly reduced leukocyte ROS release in seabass^11^. Although neutrophils and other circulating leukocytes have a critical role in the innate immune defence against pathogens, such helminth parasites^70^ including monogeneans^71^; and that acidophilic granulocytes have been particularly identified in gilthead seabream gill's response to ectoparasite infections^59^; its activity comprises a significant tissue damage associated to the ROS released during the inflammatory process. For instance, it was proposed that gilthead seabream may control *S. chrysophrii* infection through ROS action produced by immune cells. Although parasite evasion mechanisms were also suggested, this response may potentiate secondary infections if it is not properly controlled^72^. Although it might seem contradictory, the sustenance of self-protective antioxidant mechanisms is vital for the correct functioning of the immune system, preventing oxidative damage by ROS that escort leukocyte activity; particularly in neutrophil-mediated immune response^73^. Outstandingly, these antioxidant properties were also highlighted in the transcriptomic profiling of the gills in fish fed dietary EOs, where several genes involved in oxidation–reduction processes were positively regulated. Aquafeeds containing natural garlic (4%), garlic powder (3.2%) and garlic oil (0.25%) promoted glutathione peroxidase, superoxide dismutase and catalase activities in tilapia serum and liver^33^. In seabass, after cadmium-induced toxicity, the up-regulation of genes coding for these enzymes in the liver improved the antioxidant capacity of individuals fed a diet containing garlic powder (2%)^74^. Similarly, an increased antioxidant activity in rainbow trout fillet was associated to dietary carvacrol (1.2%) or thymol (0.6%)^10^, and in channel catfish, a commercial product containing *O. heracleoticum* EO (0.05%) enhanced plasma antioxidant activity^32^. In accordance with the above-mentioned studies, our transcriptomic data showed that dietary EOs promoted the up-regulation of Glutathione Peroxidases (*gpx1*, *gpx7*) and Glutathione S-transferases (*gstm1, gstk1, mgst2*). Additionally, Mitochondrial Thioredoxin (*txn2*), a key antioxidant protein that participates in the removal of ROS and cytotoxicity^75,76^, was also up-regulated by dietary EOs. In our study Peroxiredoxins 1 and 3 (*prdx1, prdx3*) were also up-regulated. Additionally, the up-regulation of the Epoxide Hydrolase 1 (*ephx1*) was promoted by dietary EOs; this enzyme has a detoxifying function, playing an important role in cellular and organ defence against exogenous toxicity compounds^77^. Thus, it appears that tested EOs may exert an important antioxidant action to counteract the impact of the high amounts of ROS released by the previously referred stimulation of acidophilic granulocyte’s activity, evidencing the importance of their joint supplementation.

After a proinflammatory phase starred by neutrophils and their ROS production, the induction of a resolution phase is mandatory to prevent persistent harmful inflammation and oxidative stress in the host cells^76^; thus, the activation of the anti-inflammatory response is needed to minimize such side-effects^78^. Therefore, the leukocyte activation together with the up-regulation of a repertoire of anti-inflammatory cytokines (i.e. *il7, il6r, il20ra* and *il21r*) is representative of this intimate coordination between both processes, suggesting also an added anti-inflammatory response triggered by the dietary EOs. The modulation of cytokine expression and immune cell stimulation are the mechanisms attributed to the biological activity of garlic compounds^79^. In addition, there are also processes associated to the anti-inflammatory bioactivity of carvacrol and thymol^80,81^. For instance, carvacrol was described as an inhibitor of human neutrophil elastase^82^. In our study, the Serpin Family B Member 1 (*serpinb1*), a protein that inhibits neutrophil elastases protecting tissue from damage at inflammatory sites, was also up-regulated by dietary EOs, corroborating its anti-inflammatory properties. In fish, the up-regulation of inflammatory cytokine genes was observed in the gut of tilapia fed dietary garlic powder (1.0%)^17^. In juvenile gilthead seabream, the dietary inclusion of a commercial encapsulated combination of carvacrol and thymol EOs (0.01%) resulted in an enhancement of the intestine absorptive capacity that was attributed to the induction of anti-inflammatory and anti-proliferative gene markers^12^. The same commercial additive also demonstrated an immunostimulatory effect in juvenile hybrid tilapia^28^.

Gills of gilthead seabream infested with *S. chrysophrii* showed an over-expression of apoptosis, cell proliferation and inflammation processes^44^. Thus, under an infective process, the combination of the pro- and anti-inflammatory mechanisms is also required for a successful pathogen eradication^78^. Although our transcriptomic profiling of gills was conducted at the end of the nutritional trial before fish being exposed to the ectoparasite, the build-up of a local former anti-inflammatory response induced by dietary EOs might delay the effect of the inflammatory outcome associated to *S. chrysophrii*; thus, potentially reducing tissue damage. This regulation observed in our study could enhance tissue protection and regeneration mechanisms involved in gill's responses against ectoparasites, not only by the stimulation of an inflammatory response, but also by means of antioxidant and anti-inflammatory processes.

One of the common characteristics of mucosal-associated lymphoid tissues, including the GIALT, is the presence of mucus-secreting cells^42^. The main components of mucus are mucins, high molecular weight glycoproteins (GPs) with numerous carbohydrate chains *O*-glycosidically linked to a protein core. Both commensal and pathogenic microorganisms^83–85^, and likewise monogenean parasites^86,87^, use this mucosal GPs as receptors for their attachment. A high variety of mucin oligosaccharides forms an extensive repertoire of attachment sites with different carbohydrate specificities^88^. Peculiarly, sialic acids and related saccharide residues can serve as receptor sites for binding exogenous macromolecules such as those of bacterial, viral or parasitical aetiology, playing an important role as “decoy” for pathogens, in such a strategy where the sialylated mucins are shed with the anchored sialic-binding pathogen^89,90^. Under parasite infections, qualitative changes of fish mucus occur, mainly in the mucin glycosylation pattern^91–93^. Thus, increases in sialic acid and *N*-acetylglucosamine terminal in mucins are described in as a host defence against helminths^94^. Nevertheless, many pathogens and parasites have evolved to disrupt the mucin barrier; for instance, several digestive mucins were down-regulated and a significant reduction of MC positive for sialic acid was observed in gut-parasitized gilthead seabream^95–97^.

In our study, it is relevant to highlight an increase of carboxylated and/or sulphated GPs containing sialic acid and of *N*-acetylglucosamine/β-d-GlcNAc residues in gills of fish fed dietary EOs. Neutral GPs lubricate, facilitate gas exchange and regulate the acidity of mucous secretions, whereas acid carboxylated and sulphated GPs are more viscous, a characteristic associated to their antibacterial and antiparasitic properties^85,98–100^. The higher presence of acid GPs coupled with the increase in sialic acid and *N*-acetylglucosamine in mucins may be associated to an enhanced protection against *S. chrysophrii* attachment. Furthermore, MCs hypertrophy observed in gills of fish fed dietary EOs indicated a potentiation of the mucosal secretion and renewal, boosting its protective function. These results may be a consequence of the synergy between garlic, carvacrol and thymol EOs, since such histochemical differences and antiparasitic effects were not observed when garlic was tested by separate (Supplementary Information 1). Transcriptomics revealed that ALG9 Alpha-1,2-mannosyltraferase (*dibd1*), which is involved in *N*-glycan biosynthesis^101^, was positively regulated by dietary EOs, which is one of the most common post-translational modifications of proteins^102^. Additionally, we found an up-regulation of *O*-Sialoglycoprotein Endopeptidase like 1 (*osgepl1*), whose enzyme is for long commercially used and recognized for its mucin-degrading activity, and which increase might indicate an enhance of the proteolytic mucin degradation^103^, which is characteristic of the host GPs “shedding” defence mechanism. In this way, although not evidenced among the main representative processes in our gill's transcripteractome outcome, the regulation of some of pathways such as translational elongation, peptide biosynthesis, cellular protein metabolism, intracellular protein transport, and exocytosis-related processes, might be correlated with those of the mucosal surface.

Altogether, transcriptomic results suggest that dietary EOs may be promoting the synthesis and release of GPs detected at histological level, which might have a beneficial functionality on the gills and potentially reducing the *S. chrysophrii* attachment to gill’s surface. Accordingly, gilthead seabream fed dietary EOs showed a reduction of 78% of total parasite load when compared with the control group, with a decrease in the prevalence of most of the parasitic developmental stages as well. Garlic is known for its wide-spectrum of antimicrobial activity that is attributed to allicin and ajoene, which exert multiple inhibitory effects on thiol-dependent enzymatic systems^104^. Similarly, garlic-based treatments demonstrated to be particularly effective in the fight against monogeneans and other parasites^18,105,106^. Farmed barramundi fed diets containing a garlic extract (50 and 150 mL kg^−1^) for 30 days showed a reduction of *Neobenedenia* sp. oncomiracidia stage^19^. Similarly, garlic extract administered by balneation (0.76 and 15.2 µL L^−1^ allicin concentration) had also antiparasitic properties towards *Neobenedenia* sp.^22^. In guppy, both diet (10 and 20% garlic powder) and bath (7.5 and 12.5 mL L^−1^ garlic extract; 1 g L^−1^ fresh crushed garlic) garlic-based treatments were successful against *Gyrodactylus turnbulli*^20^. The application of garlic bath treatments (3 ppt garlic oil; 300 mg L^−1^ crushed garlic cloves) resulted effective against *Trichodina* sp. and *Gyrodactylus* sp. in Nile tilapia^16^. However, an in vitro treatment with a water–ethanol extract of garlic tested at different dilutions (1:10, 1:50 and 1:100) showed no overall antiparasitic effect on *Neobenedenia* sp.^107^. The instability of free organosulfurs may lead to contradictory results in terms of the efficiency of garlic extracts and doses against monogenean parasites. These results highlight the benefits of encapsulating this type of compounds for dietary administration, since this process ensures their dietary stability, preventing inopportune interactions with the host and environment, and allowing their proper delivery in the gastrointestinal tract^4^.

Concerning carvacrol and thymol, several bath treatments with different EOs proved to be effective anthelmintics^29–31^. The antiparasitic action of carvacrol against protozoans in chum salmon was associated to its presence in the skin of fish fed a diet supplemented with oregano EO at 0.02%^109^. Thymol was also demonstrated to have antiparasitic effects against the protozoan *Leishmania* sp.^108^ and sheep gastrointestinal nematode helminths^109^. Nonetheless, there are few studies that accurately describe the antiparasitic effect of dietary phytochemicals against monogeneans in fish species; thus, the pathways and mechanisms of their action are not clear yet^110^. Regardless of this fact, present transcriptomic data from gills at the end of the nutritional trial provided the base line knowledge for deciphering the antiparasitic role of the tested EOs. While fish immunity against monogenean parasites is certainly multifactorial and innate factors seem to dominate the first response against this parasites^111–113^, the participation of the mucosal adaptive factors, such as B-lymphocytes^42,114^, immunoglobulins^115–117^ or even specific antibodies^118–120^, could be critical for longstanding parasite suppression^71,86^. Responses against helminth parasites also include the expression of classical effector type 2 cytokines that will signal the recruitment of inflammatory cells and induce goblet cell hyperplasia leading to mucus production^121^. Nevertheless, the specific mechanisms modulated during the parasitic challenge were not evaluated in this work, thus further studies are needed to determine if a type 2 immune response is also implicated in the success of the diet-induced antiparasitic response. Studies focused on identifying the bioactive compounds responsible for the gill's response observed in the present work are currently in progress.

Concluding, we showed that the administration of a microencapsulated feed additive containing garlic, carvacrol and thymol EOs in gilthead seabream promoted the activation of protein biosynthetic processes in gills. These biogenic processes are highly related to the translation of mRNA into proteins, which in turn are actively mobilized by vesicular transport and exocytosis. This mechanism activates effector leukocytes like acidophilic granulocytes. The immune response promoted by dietary EOs is also supported by the active control of oxidation–reduction processes, the building of an anti-inflammatory local response and the changes in the histochemical properties of mucins produced by branchial MCs. The overall results of our study highlighted the main biological processes induced by this dietary EOs that might be responsible for the later antiparasitic response observed in gills against *S. chrysophrii*. The notorious effect of the tested dietary EOs suggests its application as preventive and active treatment for this particular ectoparasite and a promising alternative treatment for other infections, although further evaluation is needed in order to validate this hypothesis.

## Methods

### Diets

A basal diet (46% crude protein; 18% crude fat; energy: 21.5 MJ kg^−1^) was formulated (Table 3) to meet the nutritional requirements of gilthead seabream under summer conditions^40^. The experimental diet contained a microencapsulated additive at 0.5% composed of a blend of garlic, carvacrol and thymol synthetic EOs (AROTEC-G, TECNOVIT-FARMFAES S.L., Spain). Both extruded diets (pellet size: 2 mm) were manufactured by SPAROS Lda. (Portugal).

**Table 3:** Formulation and proximate composition of the basal diet used during the nutritional assay.

Ingredients	Basal diet (%)
Fishmeal 70 LT FF Skagen	20.0
Fishmeal CORPESCA Super Prime	10.0
CPSP 90	2.5
Squid meal	2.5
Soy protein concentrate (Soycomil)	5.0
Wheat Gluten	5.0
Corn gluten	8.0
Korfeed 60	4.5
Soybean meal 48	8.0
Rapeseed meal	4.0
Sunflower meal	3.0
Wheat meal	7.0
Whole peas	2.5
Fish oil—COPPENS	9.0
Soybean oil	1.5
Rapeseed oil	2.5
Vitamin and mineral Premix PV01	2.0
Soy lecithin—Powder	2.0
Antioxidant powder (Paramega)	0.4
Dicalcium phosphate	0.6
TOTAL	100.0
**Proximate composition, % in dry basis**	
Crude protein	46.2
Crude fat	18.4
Gross energy	21.5

### Fish rearing and nutritional assay

Gilthead seabream (body weight, BW = 5.0 ± 0.2 g; mean ± standard deviation) were obtained from Piscicultura Marina Mediterránea SL (Spain). After 105 days, 150 fish (BW = 40.3 ± 0.1 g) were distributed in six 450 L tanks connected to an IRTAmar recirculation system under open-flow water regimen and natural photoperiod (geographical coordinates ETRS89 system = 0.660418 E, 40.627516 N). Water temperature (24.6 ± 1.6 °C; range 21–28 °C; Fig. 10), oxygen (7.0 ± 1.7 mg L^−1^; > 80% saturation) (OXI330, Crison Instruments) and pH (7.5 ± 0.01) (pHmeter 507, Crison Instruments) were daily controlled. Salinity (35‰) (MASTER-20 T; ATAGO Co. Ltd), ammonia (0.13 ± 0.1 mg NH_4_^+^ L^−1^) and nitrite (0.18 ± 0.1 mg NO_2_^−^ L^−1^) levels (HACH-DR9000 Colorimeter, Hach) were weekly monitored. Data on water temperature and oxygen levels during the full experiment are depicted in Fig. 10.

**Figure 10:**
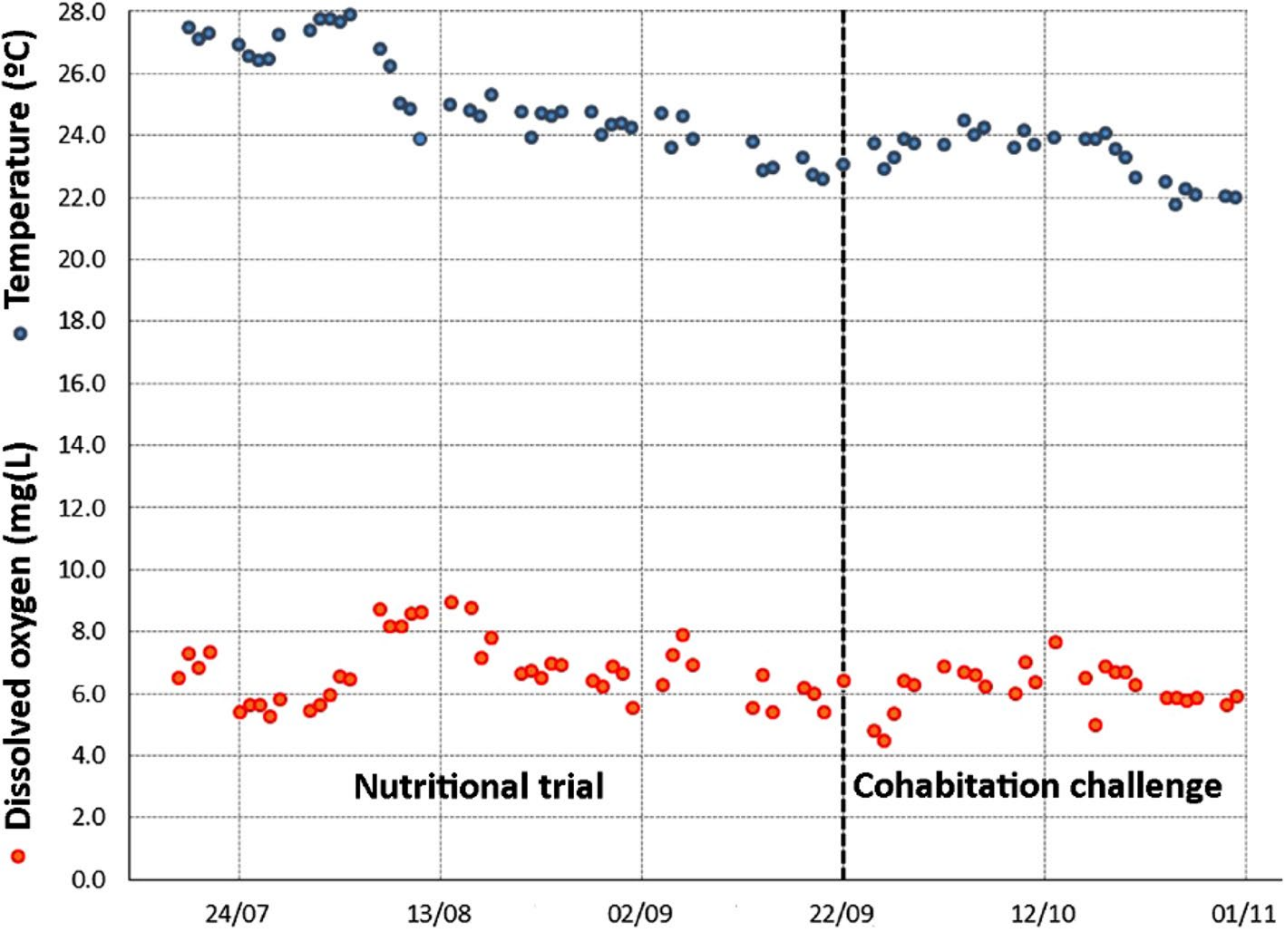
Daily mean values for water temperature (°C) and dissolved oxygen (mg L^−1^) in experimental tanks along the nutritional and cohabitation trial conducted in order to evaluate the effect of a diet supplemented with a blend of essential oils (garlic, carvacrol and thymol) against an ectoparasite infestation by *Sparicotyle chrisophrii*. Daily data are computed using the individual values for each experimental tank (n = 6); no data for weekends or holidays are reported since these variables were not manually measured during these days.

The nutritional trial was run in triplicate (initial density = 2 kg m^−3^; 25 fish tank^−1^) during the summer and early autumn period. During 104 days, fish were fed both diets twice per day at apparent satiation (feeding rate = 3.0% of the stocked biomass). Fish were individually weighed at the beginning (end of July) and at the end of the nutritional assay (65 days, end of September), and at the end of the cohabitation/challenge period (104 days, end of October; see “Cohabitation challenge with *S. chrysophrii*”). At 65 days, four fish were selected from each tank, euthanized (MS-222, Sigma-Aldrich) and their second gill arch (right side) sampled for histological and transcriptomic analyses.

### Transcriptional analysis

#### RNA isolation and quality control

Gills were fixed in RNAlater (Invitrogen, Thermo Fisher Scientific), incubated overnight (4 °C), and stored at − 80 °C. Approximately 20 mg of whole filaments of the gill lamellae medial portion were removed from the bone (~ 1 cm longitudinally close to the bone) and homogenized with a cell disrupter. Total RNA was extracted (n = 8 fish per diet) using the RNeasy Mini Kit (Qiagen, Germany) and eluted (final volume = 35 μL) in nuclease-free water and treated with DNAse (DNA-free DNA Removal Kit; Invitrogen). Total RNA concentration and purity were quantified using a Nanodrop-2000 (Thermo Scientific) and stored at − 80 °C. Prior to hybridization, samples were diluted to 133.33 ng µL^−1^ and checked for integrity (Agilent 2100 Bioanalyzer; Agilent Technologies, Spain). RNA samples (RIN value > 8.5) were pooled in three sets per diet (two sample pools with n = 4 fish each; and a third pool combining 1:1 of the former pools).

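How close each pool lay to the mean of the others of its diet was measured on the arrays. For each pool, the variance over 23569 probes of its difference from the mean of the other pools was divided by the variance of the difference between those others. This ratio is 0.75 for 3 independent pools of equal spread and lower for a mixture of the others. On the linear scale it was 0.191 ± 0.019 (SD over 200 bootstrap draws of probes) for control pool 3 and 0.249 ± 0.024 for EOs pool 3. For the other pools it was 1.27 and 1.51 in the control group, and 0.461 and 5.04 in the EOs group. Independent pools of unequal spread can also give a ratio below 0.75. With 5.04 for EOs pool 2, the linear ratio of EOs pool 3 cannot tell mixing from unequal spread. On log2 values the ratio of pool 3 was 0.120 for control and 0.271 for EOs.

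**Figure D3:**
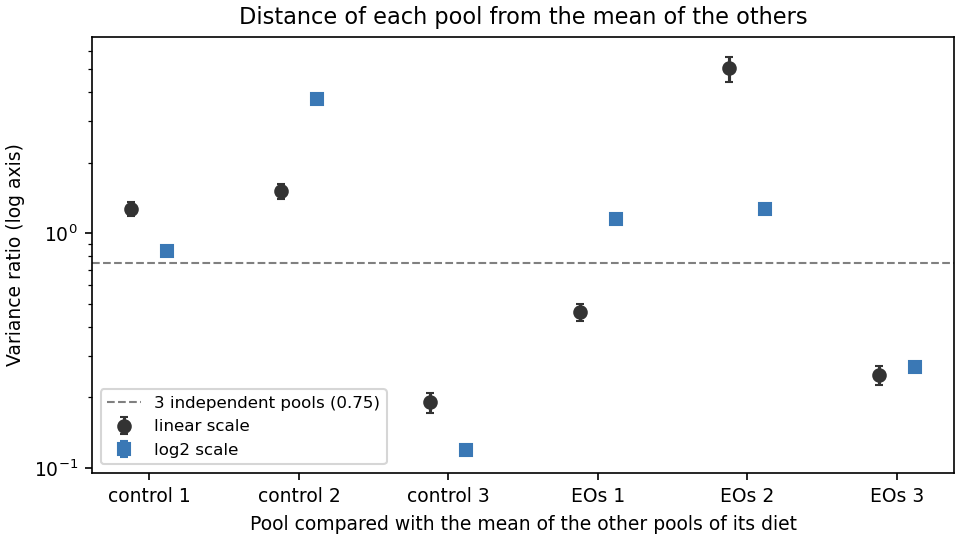
Variance ratio of each pool on a log axis, on the linear scale (circles) and on log2 values (squares), with error bars of 1 SD over bootstrap draws of probes. The dashed line marks 0.75, the value for 3 independent pools of equal spread. Pool 3 of both diets lies below that line on both scales, as does EOs pool 1 on the linear scale (0.461).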

#### Microarray design, hybridization and analysis

Transcriptional analysis was done using the Aquagenomics *Sparus aurata* oligonucleotide microarray v2.0 (4 × 44 K) (SAQ) platform. Platform information and transcriptomic raw data are available through Gene Expression Omnibus (GEO) at NCBI (accession numbers GPL13442 and GSE144055, respectively).

Analyses were conducted using a one-color RNA labelling (Agilent One-Color RNA Spike-In kit; Agilent Technologies). Total RNA (200 ng) from each sample pool were reverse-transcribed with spike-in. Total RNA was used as template for Cyanine-3 labelled cRNA synthesis and amplification kit (Quick Amp Labelling kit). cRNA samples were purified using the RNeasy micro kit (Qiagen). Dye incorporation and cRNA yield were checked (NanoDrop ND-2000); Cy3-labeled cRNA (1.5 mg) with specific activity > 6.0 pmol Cy3/mg cRNA were fragmented (60 °C, 30 min), and then mixed with the hybridization buffer (Gene Expression Hybridization kit, Agilent Technologies), and hybridized (65 °C, 17 h) to the array (ID 025603, Agilent Technologies). Washes were conducted using Gene expression wash buffers, stabilization and drying solutions. Microarray slides were scanned (Agilent G2505B Microarray Scanner System) and spot intensities and other quality control features extracted (Agilent Feature Extraction software version 10.4.0.0).

#### Transcripteractome

The complete map of interactions (interactome) was obtained from differentially expressed genes (DEGs) obtained in the microarrays-based transcriptomic analysis, the so-called transcripteractome^122^. The Search Tool for the Retrieval of Interacting Genes (STRING) (https://string-db.org) was used^123^. Protein–protein interaction (PPI) network of DEGs was conducted with a high-confidence interaction score (0.9) using *Homo sapiens* dataset. Genecards^124^ and Uniprot^125^ databases were used to confirm match of gene acronym between *H. sapiens* and gilthead seabream. Gene ontology (GO) enrichment analysis for DEGs was performed with STRING (P < 0.05).

### Histochemistry of the branchial tissue and mucous cells

The second gill arch from the right side was dissected from four fish per tank (n = 12 per diet) and fixed in 10% neutral-buffered formalin. After dehydration, tissues were embedded in paraffin and sectioned (3–5 μm thick). Two sections were stained with haematoxylin–eosin; the rest were used for evaluating the histochemical properties of branchial epithelia and mucous cells. These histochemical techniques were performed: Schiff, Periodic Acid Schiff (PAS), diastase-PAS, KOH-PAS, Alcian Blue (AB) pH 0.5, 1.0 and 2.5, and neuraminidase-AB pH 2.5 Underwood^126^. For characterization of glucidic residues bound to glycoconjugates, these horseradish peroxidase (HRP) conjugated lectins (Sigma-Aldrich, Spain) were used: *Canavalia ensiformes*/ConA (Mannose and/or Glucose), *Triticum vulgaris*/WGA (*N*-acetyl-d-glucosamine and/or *N*-acetylneuraminic acid, NeuNAc/sialic acid/NANA), *Ulex europeus*/UEA-I (l-Fucose), *Sambucus nigra*/SNA (NeuNAc/sialic acid/NANA) and *Glycine max*/SBA (α-*N*-acetyl-d-galactosamine). Sections were treated with 0.3% H_2_O_2_ for 10 min (endogenous peroxidase inhibition) in Tris-buffered saline (TBS; pH 7.2) and incubated for 30 min at RT in HPR-lectin conjugated (20 µg mL^−1^) dissolved in TBS. After three TBS washes, peroxidase activity was visualized with TBS containing 0.05% 3,3′-diaminobenzidine tetrahydrochloride and 0.015% H_2_O_2_. Sections were washed in running water (10 min), dehydrated, cleared and mounted. Controls were described as in Sarasquete, et al.^84^. Histochemical results were visualized under a light microscope (Leitz diaplan) and manually registered on a table. Results were expressed as the semiquantitative assessment of colour intensity scores [0, negative; 1, weak; 2, moderate; 3, intense; 4, very intense] from four independent observers (Supplementary Information 2). Mucous cell count was determined in four different gill regions and their number expressed per length unit of the basal lamina (1 mm), according to Yamamoto et al.^127^. The size of mucous cells was measured as the surface area (expressed as µm^2^) of 20 randomly selected cells of each gill section using a Spot (5.2) imaging software.

### Cohabitation challenge with *S. chrysophrii*

#### Establishment of a fish donors’ stock

Parasitized fish were obtained from sea cages of a private fish farm (data not provided for confidentiality purposes) and transported to IRTA facilities. Then, part of the parasitized fish were sacrificed, gills dissected and *S. chrysophrii* (juveniles and adults) placed in petri dishes with sea water until their inoculation in healthy fish. This strategy was chosen to avoid the presence of other branchial parasites^128^. Naïve fish previously anesthetized (MS222, 20 ppm) were infested on the left branchial lamellae with *S. chrysophrii* (n = 10 parasites fish^−1^) with a Pasteur pipette. The presence of the parasite in gill lamellae was visually checked to confirm its successful attachment. In case the parasite did not properly attach to the gill lamella, it was rescued from the water and the infestive process repeated. Fish successfully infested were selected as “Trojan fish” for the cohabitation challenge, transferred to a quarantine tank and periodically sacrificed to confirm and estimate the number of parasites. A graphical summary of this process is presented in Fig. 11.

**Figure 11:**
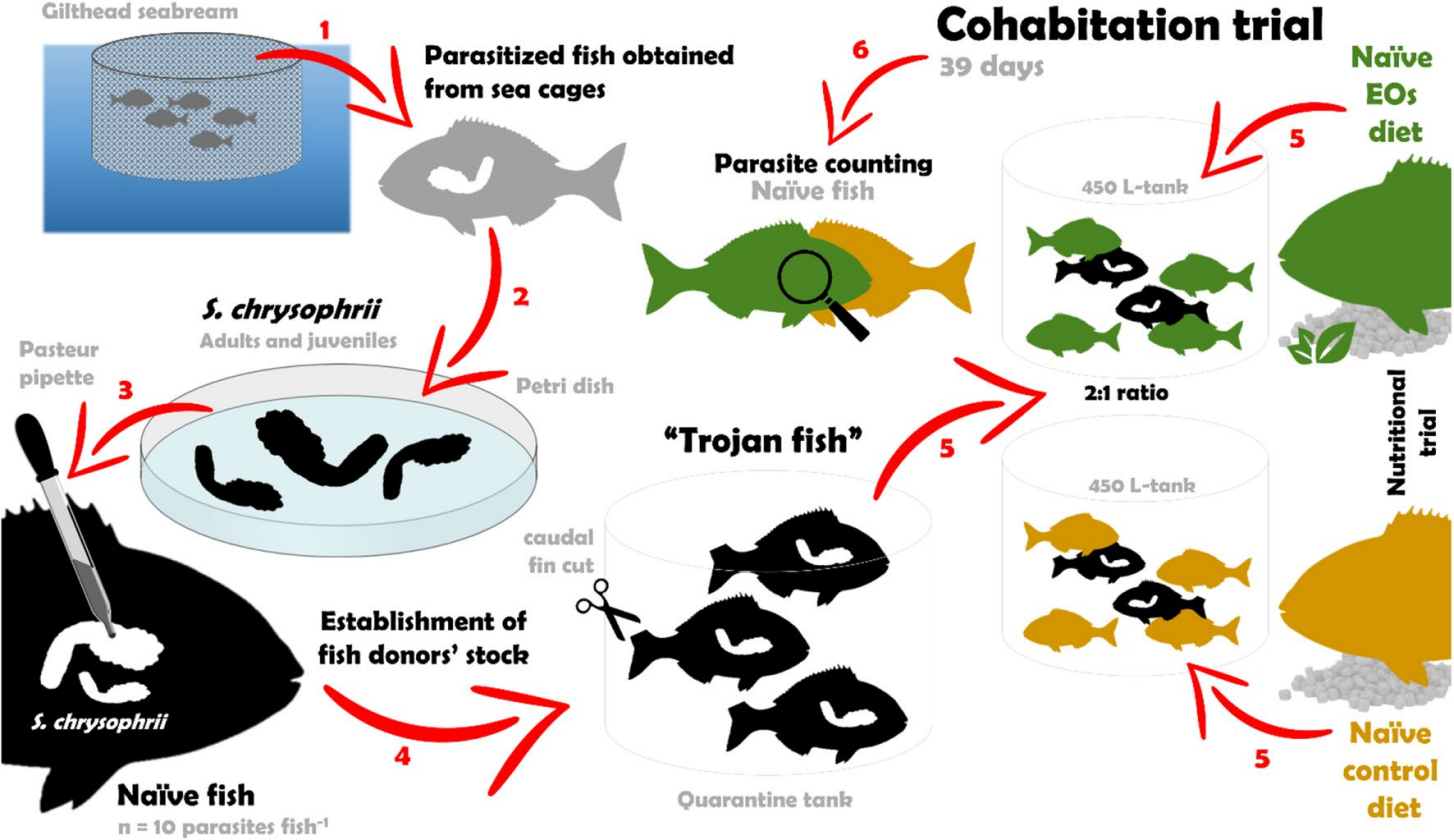
Schematic representation of the cohabitation trial set-up (see “Methods” section for details of each step).

#### Cohabitation trial and parasite counting

The potential beneficial effect of the blend of EOs in infested fish was tested in a cohabitation challenge with *S. chrysophrii* (Fig. 11). For this purpose, 27 fish from each nutritional group (9 fish from each replicate tank; naïve fish) were randomly selected and moved to 450 L-tanks (n = 27 fish per tank; 1 tank per each diet administered). Each individual fish was considered as an experimental unit to meet the 3Rs principles of animal experimentation^129^. Therefore, welfare issues were assessed in agreement with good culture practices, where population density was established within each tank without jeopardizing the infestation procedure and its efficiency. Trojan (infested) fish (BW = 110.5 ± 6.6 g) were randomly selected from the parasitized fish tank and the tip of their caudal fin cut to distinguish them from naïve ones. Given the low infestation rate on the Trojan fish, a 2:1 ratio (27 naïve: 14 Trojans) was used. Each tank (naïve and Trojan) was fed the same diet (control and EOs diets). The cohabitation trial lasted 39 days (104 days from the beginning of the nutritional trial), considering that a minimum of 3–5 weeks is needed to successfully parasitize naïve fish under a cohabitation challenge model^130^. At the end of the challenge, naïve fish from each of the tanks (n = 15) were randomly weighed, sacrificed with an overdose of anesthetic and frozen until parasite counting. The presence of parasites was checked in all branchial arches (right and left), counted one by one in each gill filament using a stereomicroscope, and classified as adults, juveniles, post-larvae and eggs. The classification was attributed depending on the size and the number of clamps: post-larvae (small size—around 200 microns; 4–5 pairs of clamps), juveniles (medium size—around 2000 microns; 20–30 pairs of clamps) and adults (long size—5000–6000 microns; around 50–60 pairs of clamps). Prevalence, intensity and abundance were calculated according to Rózsa et al.^131^.

Animal experimental procedures were conducted in compliance with the research protocol approved by the IRTA’s Committee of Ethics and Animal Experimentation and in accordance with the Guidelines of the European Union Council (86/609/EU) for the use of laboratory animals.

### Statistics

Differences between BW were analysed with an unpaired t-test and each time point was analysed individually assuming data homoscedasticity (GraphPad PRISM 7.00). Microarrays extracted raw data were analysed with Genespring version 14.5 GX (Agilent Technologies). The 75% percentile normalization was used to standardize arrays for comparisons and data were filtered by expression. An unpaired t-test was conducted without correction to identify those DEGs between both diets. Principal component analysis (PCA), Venn diagram, and the hierarchical heatmap were obtained with Genespring version 14.5 GX. Mucous cell density and size were compared with a t-test analysis (SPSS, version 2.4). Differences in parasite number were compared by means of a Two-way ANOVA considering diets and parasite stages as independent factors. Statistical differences were set at P value < 0.05.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Tables.

# Supplementary material for: Unveiling the effect of dietary essential oils supplementation in Sparus aurata gills and its efficiency against the infestation by Sparicotyle chrysophrii
**Source:** Sci Rep. 2020 Oct 20;10:17764. doi: 10.1038/s41598-020-74625-5

**Supplementary file 1**

**Unveiling the effect of dietary essential oils supplementation in *Sparus aurata* gills and its efficiency against the infestation by *Sparicotyle chrysophrii***

Joana P. Firmino, Eva Vallejos-Vidal, Carmen Sarasquete, Juan B. Ortiz-Delgado, Joan Carles Balasch, Lluis Tort, Alicia Estévez, Felipe E. Reyes-López, Enric Gisbert

**Supplementary file 1.** Histochemical properties of the mucous cells and the epithelium in gills from gilthead sea bream fed experimental diets supplemented with a blend of garlic, carvacrol and thymol essential oils (DIET 1) or garlic essential oil alone (DIET 2);

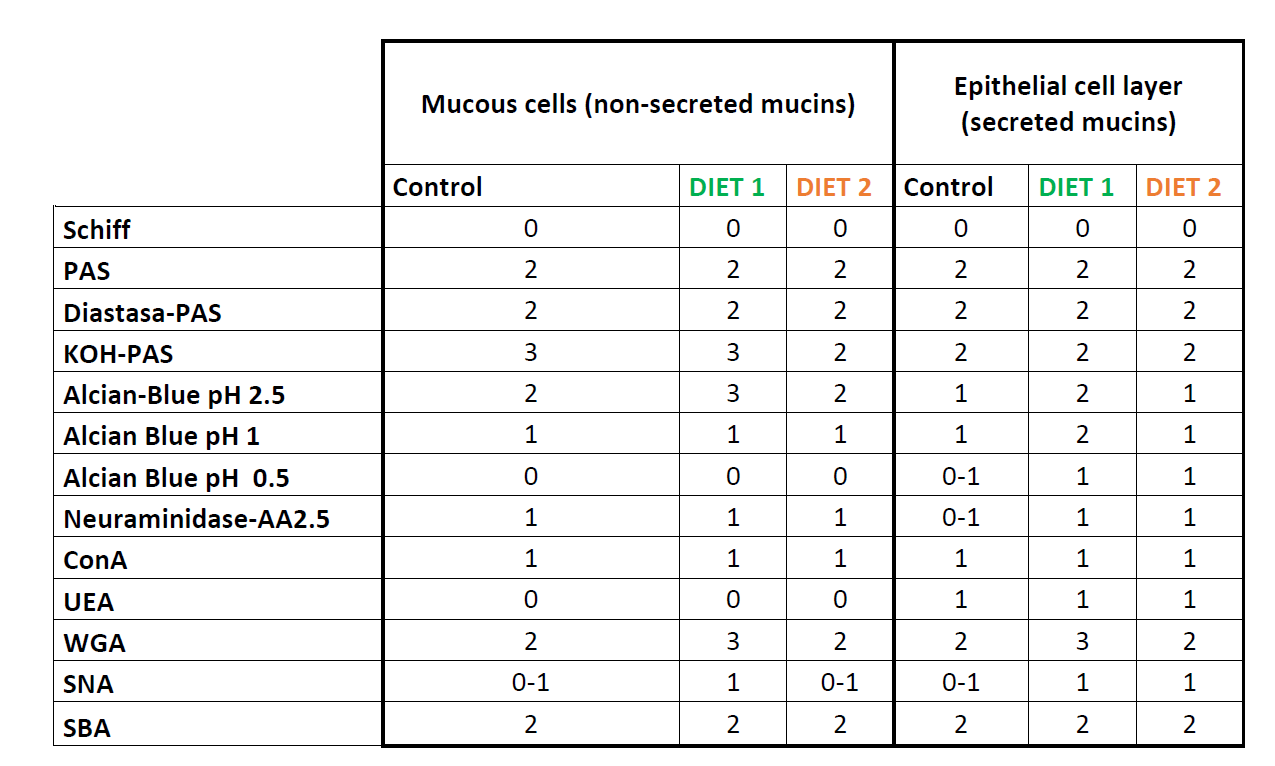

Results are expressed as the semiquantitative assessment of colour intensities by the scores of four independent observers: (0) negative; (1) weak; (2) moderate; (3) intense; and (4) very intense (see Suplementary File 1). DIET 1: Experimental diet containing a microencapsulated additive at 0.5% composed of a blend of garlic, carvacrol and thymol synthetic EOs; DIET 2: Experimental diet containing microencapsulated garlic synthetic EO at 0.5%.

Abundance of *S. chrysophrii* parasites in fish (*S. aurata*) fed with the control diet and the diet supplemented with garlic essential oil exclusively. Different ectoparasite developmental stages are represented according to their morphological characteristics: eggs, post-larvae (early juveniles with 2-4 pairs of clamps), juveniles and adults. The total load of the ectoparasite (TOTAL) is also indicated. Circles and rhombus represent parasite counting per individual fish (N = 15); mean ± standard deviation are represented. Circles (dark pink): gilthead seabream fed with control diet; Rhombus (dark yellow): gilthead seabream fed with garlic essential oil supplemented diet. *, indicate significant differences between dietary groups with corresponding adjusted P-values (*P* < 0.05).

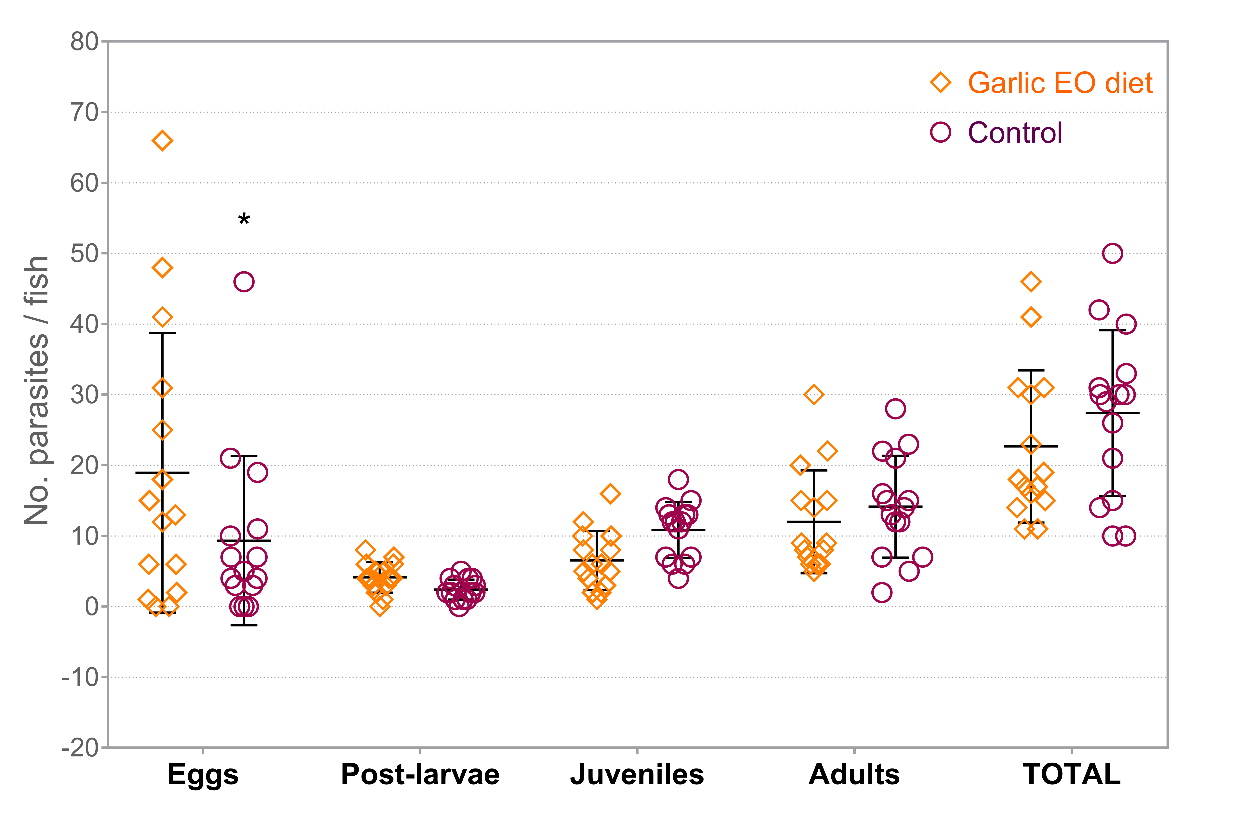

**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary material for: Unveiling the effect of dietary essential oils supplementation in Sparus aurata gills and its efficiency against the infestation by Sparicotyle chrysophrii
**Source:** Sci Rep. 2020 Oct 20;10:17764. doi: 10.1038/s41598-020-74625-5
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary file 2**

**Unveiling the effect of dietary essential oils supplementation in *Sparus aurata* gills and its efficiency against the infestation by *Sparicotyle chrysophrii***

Joana P. Firmino, Eva Vallejos-Vidal, Carmen Sarasquete, Juan B. Ortiz-Delgado, Joan Carles Balasch, Lluis Tort, Alicia Estévez, Felipe E. Reyes-López, Enric Gisbert

**Supplementary file 2.** Semiquantitative assesment of staining intensity scores used in the histochemical analysis of gills in *Sparus aurata*: (0), negative; (1), weak; (2), moderate; (3), intense; (4), very intense.

How the deposited data were processed for this re-analysis (not part of the article)

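Gill RNA of gilthead seabream fed a control diet or a diet with 0.5% EOs for 65 days was measured on 6 one-colour Agilent arrays, 3 pools per diet. The authors hybridized each pool to an array, scanned it and deposited the output of Feature Extraction, which gives intensity values per spot on a linear scale, without scaling between arrays. The headers of these files name Feature Extraction 10.7.3.1 and a later scanner model than the methods do. The authors also deposited a table of log2 values for the series. Set against the scanner values, each of its numbers was the log2 of the background-subtracted intensity of that spot, with no scaling or centring between arrays and with values missing where that intensity was not above 0. Its medians were 9.22, 8.97 and 8.88 for the control pools and 9.05, 8.71 and 9.18 for the EOs pools. By the methods, GeneSpring applied 75th percentile normalization, a filter by expression whose rule the paper's text does not name, and an unpaired t-test without correction.

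From the deposited intensities, log2 of the processed signal was computed. Spots marked as outliers by their own pixels or among their replicate spots were left out, between 63 and 92 per array, and the remaining spots of a probe were averaged. The 75th percentile over all 28793 probes other than controls was subtracted from each array. Probes well above background, by the scanner software's own mark on over 50% of the unmarked spots, on every array of at least 1 diet were tested, 23583 in all. The difference of EOs minus control was fitted with limma 3.58.1 in R 4.3.3 with diet as the only term, and two-sided p-values were adjusted by the Benjamini-Hochberg method. The same values were tested by the t-test that the methods name. The fits were tested on simulated data with the spread of the arrays, 3 independent pools per diet and 200 of 23583 probes changed by 1 on the log2 scale. In that simulation limma called 89.5% of the changed probes at an unadjusted p under 0.05, and 4.92% of the unchanged probes. The spread was taken from the fit to all arrays. If pool 3 is a mixture, that spread is too small and the 89.5% too high. After adjustment limma called 0% of the changed probes. Changes of this size in so few probes could therefore not be seen after adjustment.

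The designs, the alternatives and the rule for naming genes were set before the data were examined, apart from 3 alternatives added afterwards, which are normexp on the median signal of the spots with an offset of 50, the scaling of the authors' log2 values to the 75th percentile, and the removal of spots with a background outlier mark. The rule named every gene that the text calls regulated in gills, the genes of the upper fold change interval of Supplementary Table 1, and the probes with the smallest p, among those whose diets do not overlap, that rose and that fell. Values in Supplementary Table 1 had been seen when it was written. Since the array files pair no probe with a gene name and the platform's annotation table was not used here, the first parts of the rule named no probe, and 2 probes that rose and 2 that fell are given in place of 3 each. The tests planned for the genes of the 5 processes and for gene families were not run for the same reason. Other alternatives covered the test, the filter on dim probes, quantile, median and spike-in scaling (8 spike-in probes, 256 spots), array weights, the pool number as a block, and each array or both combined pools left out. The growth, histology, mucin and parasite measurements of the study were not analysed here.

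The precision of an array value depends on its signal over background. Between 75.2% and 88.6% of the probes were well above background per array. A probe below background on all arrays of a diet has only a bound there, and its fold is given as at least that value. If pool 3 of each diet combines the other pools, as the methods state of the third pool, standard errors and p-values that take 3 pools as independent are too small. The text that accompanies the deposited data describes 3 pools with 4 fish in each.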

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

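The tests of the dimmer probes and of the background correction were chosen, and the counts over the splits of the arrays were read, after the results had been seen in part. The fit of pools 1 and 2 alone was set before the data were examined, but its use as a test of the number of calls was chosen after call counts of some subsets of the arrays had been seen. The paper groups all up-regulated genes below 2-fold, and its Supplementary Table 1 reaches 1.84-fold at most. In the values computed here, 406 probes were at least 2-fold higher with EOs at an unadjusted p under 0.05, outside the range that the paper discusses. Of these, 57 had a mean signal at or above the median of the tested probes, which argues against noise of dim spots as the source of those. The other 349 were below it, where noise of dim spots cannot be told apart from a difference in expression with the probes on hand. With control pool 1, 2 or 3 left out, 315, 367 and 389 of the 406 kept a mean difference of at least 2-fold. This does not decide whether a single control pool is the source, since the probes had been chosen with all control pools in the fit and pool 3 carries RNA of both others. The count itself moved to 1139 in the fit without control pool 2, where the control pools left share RNA if pool 3 is a mixture. It also moved with the filter on dim probes. It was 188 with probes well above background on all 6 arrays, 347 with the filter at the 20th percentile of signal and 511 with no filter. With normexp 54 calls were at least 2-fold higher, so the background correction stays open as a source, although the offset of 50 used with it shrinks the fold of dim probes by construction. The combined pools stay open as a reason for the small p-values, as with pools 1 and 2 alone 3.81% of all tested probes had a p under 0.05. In that fit 337 calls were still at least 2-fold higher with EOs. This does not decide the question, since 856 of its 899 calls were 1.5-fold or more. The 899 calls also stayed under the 1179 expected at 5 percent of the tests. Scan order and diet coincide, so an effect of scanning cannot be told apart from one of the diet. The diet itself stays open as well. A chance split of the arrays was weighed through the calls of 1.5-fold or more, for which 2 of the 10 ways to split the arrays 3 against 3 gave as many, so that chance cannot be excluded.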

How the results depend on the processing

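Normexp, the authors' log2 values scaled to the 75th percentile, and the removal of spots with a background outlier mark were alternatives chosen after seeing the data. The number of probes called at an unadjusted p under 0.05 was 3977 and stayed within 1.5 times of that under the methods' t-test, the Welch test, limma with an intensity trend, all filters on dim probes, quantile and median scaling, the 75th percentile of tested probes, the scaled log2 values of the authors, the replicate block and the added outlier removal. It was 2114 with normexp, 2073 with spike-in scaling, 1759 with the authors' unscaled log2 values, 899 with pools 1 and 2 only and 15608 with array weights. With single arrays left out it ranged from 2122 to 6053. The extreme values came without control pool 3 and without control pool 2, and it was 2404 without EOs pool 1 and 2226 without EOs pool 3. If pool 3 is a mixture, control pools 1 and 3 share RNA, and the 6053 rests on a spread that is too small. Array weights gave control pool 3 a weight of 1238 and no other array more than 1.68, and the fit of the weights stopped before it converged. The cause was not tested. With pools 1 and 2 only, the test has fewer arrays.

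After adjustment, 51 probes were called by limma. The count was 21 with the methods' t-test, 0 with the Welch test (2969 unadjusted), 165 with an intensity trend, 6 with no filter, 83 with the filter at the 20th percentile, 103 with probes well above background on all 6 arrays, 2 with normexp, 86 with median scaling, 130 with spike-in scaling, 19 with the authors' unscaled log2 values, 0 with pools 1 and 2 only under limma (899 unadjusted) and 14471 with array weights. Without single arrays it ranged from 1 to 339. It was 17 without control pool 1, 339 without control pool 2, 3 without EOs pool 2, and 1 without control pool 3, EOs pool 1 or EOs pool 3. The 339 rests on control pools 1 and 3, which share RNA if pool 3 is a mixture. The cause was not tested.

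The share of calls higher with EOs was 58.6%. It reversed to 45.0% with quantile normalization and 24.2% with normexp. It kept its direction at 56.2% with the methods' t-test, 55.3% with an intensity trend, 54.5% with probes well above background on all 6 arrays, 53.8% with median scaling, 54.3% with spike-in scaling, 66.3% with the authors' unscaled log2 values, 72.9% with the same values scaled, 68.5% with pools 1 and 2 only, 54.2% with the added outlier removal, and 50.5% to 70.7% without single arrays. The cause was not tested.

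Calls of at least 1.5-fold numbered 1390. There were 869 with the Welch test, 856 with pools 1 and 2 only, 3041 with array weights, 502 with a limit of 2 in place of 1.5, and 1160 to 2708 without single arrays, the highest without control pool 2. Component 1 carried 50.9% of the variance. It carried 83.4% with normexp, 44.4% with quantile normalization, 43.6% with spike-in scaling, 42.9% with the authors' unscaled log2 values, 79.6% over called probes only, and 47.8% to 66.0% without single arrays. The ratio of control pool 3 was 0.191 on the linear scale and 0.120 on log2 values, below 0.75 on both. Causes were not tested.

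The log2 changes of the 4 probes given by identifier kept their sign in all 88 values computed under the alternatives, and 28 of these had an adjusted p of 0.05 or more. These probes had been chosen because their diets do not overlap, so leaving out arrays could not change a sign. Other tests and filters on the same values repeat the same change. The kept signs are therefore no test of stability.

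The pools share numbers, but the deviations of same-numbered pools from their diet's mean correlated at -0.33, -0.30 and -0.28 over probes, so the numbers do not pair the samples. With the replicate block, 3039 probes were called unadjusted and 1 after adjustment.

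Normexp on the mean signal of the spots, a column not used here, was not run. A slide or scan block was not run, since each slide held 1 array and all were scanned on 1 day. The tests of listed genes and gene families were not run, since probes were not paired with gene names. For depth, 5 of the 51 adjusted calls were above background in 1 diet only, where the fold is a bound.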

Differences from the paper's values

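The counts below are of probes, while the paper counts differentially expressed genes, and probes were not paired with its genes here. The paper reports 759 DEGs at P under 0.05, and 3977 probes were called here. Of the alternatives set before the data were examined, pools 1 and 2 only came within 1.5 times of the paper's number, with 899, and the others did not. That fit was listed before the data were examined, and call counts of some subsets of the arrays had been seen before it was run in full. The paper reports 556 up-regulated genes, against 2329 probes higher here. Pools 1 and 2 only gave 616 and the other alternatives set beforehand stayed outside. Normexp, which was chosen after seeing the values, gave 512, and how many of the paper's own genes it drops was not analysed here. The paper reports 203 down-regulated genes, against 1648 probes lower here. Pools 1 and 2 only gave 283, and no other alternative came as near. In that setting 856 of the 899 calls had a fold change of 1.5 or more, where the paper reports 5.

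The paper places 551 up-regulated genes under 1.5-fold, against 1379 probes here. Of the alternatives set beforehand, the fits without control pool 3 (552), without EOs pool 1 (739) and without EOs pool 3 (588) came within 1.5 times of it, and the others did not. The paper places 5 up-regulated genes between 1.5-fold and 2-fold, against 544 probes here, and no alternative came within 1.5 times of the paper's number.

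The paper describes the genes as mostly up-regulated. Here 58.6% of the calls were higher with EOs. Of the alternatives set beforehand, 68.5% were higher with pools 1 and 2 only, 70.7% without control pool 2 and 45.0% with quantile normalization. Of those chosen after seeing the values, 72.9% were higher with the authors' log2 values scaled to the 75th percentile and 24.2% with normexp. The paper also describes all down-regulated genes as changed by less than 1.5-fold, while 440 of the 1648 probes called lower here reached that fold change.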

Other observations

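The fit of pools 1 and 2 alone was set beforehand, but its use as a test of the excess of calls was not. That use, and the tests of the splits of the arrays, of the distance between control pools 1 and 2, of the position of control pool 3 and of the scaling and background correction were chosen or read after the results had been seen in part. The simulation of combined pools was set before its result was seen.

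More probes had an unadjusted p under 0.05 than the 5 percent of tests expected with no difference, 16.9% of them. A candidate explanation is that pool 3, combined from the other pools of its diet, makes the spread within a diet too small. In 20 sets of arrays simulated without any effect of diet, with pool 3 a mixture and with the array noise estimated from the ratios of pool 3, limma called 16.1% of the probes (15.7% to 16.5%), and 4.98% when pool 3 was independent. The simulated share fell slightly short of the observed one, and a simulation under assumed noise decides nothing about the remainder. With pools 1 and 2 only, 3.81% of the tested probes lay under 0.05, as this explanation needs. Arrays with 2 independent pools per diet were also simulated, with some probes changed by 1 on the log2 scale. There limma called 85.0% of the changed probes at an unadjusted p under 0.05. The simulated spread came from the fit to all arrays, so if pool 3 is a mixture, that spread is too small and the 85.0% too high. Changes of this size or smaller may therefore be missed, and an effect of the diet stays open. After adjustment the simulated sets with a mixed pool 3 gave 5.9 calls on average and 31 at most, against 51 observed.

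Of the 10 ways to split the 6 arrays 3 against 3, the split by diet gave the most calls, alone among them both unadjusted (1 of 10) and adjusted (1 of 10). For calls of at least 1.5-fold 2 of 10 splits gave as many, and for the distance of the share of higher calls from 50 percent all 10 did. With 10 splits, chance cannot be excluded for any of these results. The split by diet is also the only one that keeps each combined pool with its parts, so the other splits are no equal comparison. The next largest, control pools 1 and 3 with EOs pool 2, called 3257 probes and 0 after adjustment by limma.

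More calls were higher than lower with EOs. The share fell to 45.0% under the lowest scaling, quantile normalization, and to 24.2% under normexp, so the scaling and the background correction each stay possible sources of the direction. A difference of diet stays open.

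Control pools 1 and 2 lay farther apart than any other pair of arrays. Among the brightest 5891 probes their distance was still 1.12 times the largest other distance, which argues against dim probes as the whole source. If a fault of one array were the cause, control pool 3 would lie at one end between them. For the 639 probes at least 2-fold lower in pool 2 than in pool 1, the median position of pool 3 was 0.426 of the way from pool 1 to pool 2 on the linear scale (quartiles 0.376 and 0.482), which argues against such a fault for these probes. For the 3183 probes at least 2-fold higher in pool 2, it was 0.200 (quartiles 0.0979 and 0.348), nearer to pool 1 than an equal mixture would be. A fault of one array stays open for these probes, since each pool was measured on 1 array. A difference between the fish of these pools was not tested.

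Probes well above background on all arrays of 1 diet and on none of the other numbered 79 for EOs and 4 for control. Of the 10 splits, 3 gave as many such probes in total, the largest 347.

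The series values that the authors deposited were not scaled between arrays. No explanation was tested for this.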
